# A hybrid model connecting regulatory interactions with stem cell divisions in the root

**DOI:** 10.1017/qpb.2021.1

**Published:** 2021-04-12

**Authors:** Lisa Van den Broeck, Ryan J. Spurney, Adam P. Fisher, Michael Schwartz, Natalie M. Clark, Thomas T. Nguyen, Imani Madison, Mariah Gobble, Terri Long, Rosangela Sozzani

**Keywords:** agent-based modeling, cortex endodermal initial divisions, hybrid multi-scale modelling, ordinary differential equations, root stem cell niche, WOX5

## Abstract

Stem cells give rise to the entirety of cells within an organ. Maintaining stem cell identity and coordinately regulating stem cell divisions is crucial for proper development. In plants, mobile proteins, such as WUSCHEL-RELATED HOMEOBOX 5 (WOX5) and SHORTROOT (SHR), regulate divisions in the root stem cell niche. However, how these proteins coordinately function to establish systemic behaviour is not well understood. We propose a non-cell autonomous role for WOX5 in the cortex endodermis initial (CEI) and identify a regulator, ANGUSTIFOLIA (AN3)/GRF-INTERACTING FACTOR 1, that coordinates CEI divisions. Here, we show with a multi-scale hybrid model integrating ordinary differential equations (ODEs) and agent-based modeling that quiescent center (QC) and CEI divisions have different dynamics. Specifically, by combining continuous models to describe regulatory networks and agent-based rules, we model systemic behaviour, which led us to predict cell-type-specific expression dynamics of SHR, SCARECROW, WOX5, AN3 and CYCLIND6;1, and experimentally validate CEI cell divisions. Conclusively, our results show an interdependency between CEI and QC divisions.

## 1. Introduction

Stem cells divide to regenerate themselves and to generate all of the cell- and tissue-types in a multicellular organism, such as plants. The continued ability to sustain stem cells within their micro-environment, the stem cell niche (SCN), is an important developmental characteristic that ensures proper tissue growth. The *Arabidopsis thaliana* root SCN contains four stem cell populations, the columella stem cells (CSCs), the cortex endodermis initial (CEI) cells, the vascular initial cells and the epidermal/lateral root cap initials, which form the entire root as a result of consecutive cell divisions (Dinneny & Benfey, 2008; Fisher & Sozzani, 2016). The different populations of stem cells are maintained by the quiescent center (QC) through the generation of short-range signals that repress cell differentiation (Clark, Fisher, et al., 2020; Pi et al., 2015; van den Berg et al., 1997). A known QC-derived signal is the homeobox transcription factor (TF) WUSCHEL-RELATED HOMEOBOX 5 (WOX5), which is specifically expressed in the QC and represses the differentiation of the CSCs (Petricka et al., 2012; Sarkar et al., 2007). Specifically, non-cell-autonomous WOX5 maintenance of CSCs takes place through the repression of the differentiation factor *CYCLING DOF FACTOR 4* (Pi et al., 2015). *wox5-1* mutants have increased QC divisions in roots and a decreased number of columella cell layers (Forzani et al., 2014). In the QC cells, WOX5 controls divisions by restricting *CYCD3;3* expression (Forzani et al., 2014). Although the regulatory modules within the CSCs and QC are well characterized (Forzani et al., 2014; Stahl et al., 2013), the molecular mechanisms by which WOX5 promotes stem cell fate of CEIs remain unknown.

Several proteins have been shown to positively regulate *WOX5*, such as ANGUSTIFOLIA (AN3)/GRF-INTERACTING FACTOR 1 (GIF1). *AN3* is expressed in the root meristem with a high peak in expression in the SCN and QC and plays a role in maintaining QC identity (Ercoli et al., 2018). However, whether AN3 function is dependent on WOX5 and whether AN3 has a regulatory role outside the QC in the SCN is not understood. Additionally, AN3 was shown to regulate the expression of *SCARECROW* (*SCR*) (Ercoli et al., 2018), which along with SHORTROOT (SHR) regulates the expression of the D-type Cyclin *CYCLIND6;1* (*CYCD6;1*) to control the CEI divisions to generate the cortical and endodermal tissue layers (Cruz-Ramírez et al., 2012; Gallagher & Benfey, 2009; Long et al., 2015; Nakajima et al., 2001; Sozzani et al., 2010). Specifically, SHR moves from the vasculature to the CEI, where it forms a complex with SCR to transcriptionally regulate CYCD6;1.

The regulatory interactions between the different cell types of the root SCN are complex and non-intuitive, so computational tools are essential to understanding systemic behaviour. Developmental processes such as auxin flow within the root and lateral shoot branching have been mathematically modelled to better understand and predict system-level behaviour (Canher et al., 2020; Prusinkiewicz et al., 2009). Some models implement different scales of the system to simulate, understand and predict system-level behaviour as a whole. For example, a mathematical model that simulates and predicts the induction of shoot branching during plant development included on a molecular scale auxin flux across metamers (i.e., smaller segments of the stem) and on an organ scale the formation of metamers of the stem and lateral branches (Prusinkiewicz et al., 2009). Modeling systems and allowing exchange of information across different scales can also be achieved by combining agent-based models (ABM) with continuous models, such as ordinary differential equations (ODEs) or partial differential equations (Cilfone et al., 2015). ABMs consist of autonomous ‘agents’ that dynamically interact and show responsive behaviour through a set of simple rules. ABMs have, for example, been used to simulate plant-herbivore interactions (Radny & Meyer, 2018). However, within the molecular plant biology field, these models are not widely used, despite their capacity to capture system-level behaviour. On the other hand, continuous models such as ODEs have been applied to infer gene regulatory networks (Krouk et al., 2010; Yao et al., 2011) and predict dynamic gene expression patterns (Clark, Fisher, et al., 2020). These models are computationally intensive and lack the capability to capture system-level behaviour but can model complex dynamic responses over time. Hybrid models are created when, for example, continuous models are used within a discrete ABM to describe a part of the system. These hybrid models are usually multi-scale models, given that the continuous models often describe a dynamical response on a different spatiotemporal scale than the ABM (Cilfone et al., 2015).

In this study, we combine cell-type-specific gene expression data and experimental data with network inference and parametric models to better understand how WOX5, AN3, SCR, and SHR coordinately regulate CEI stem cell divisions. We transcriptionally profiled CEI cells in wild-type and *wox5-1* roots, as well as QC cells and non-stem cells. We found that AN3 was among the most CEI-enriched genes. Additionally, the loss-of-function of *wox5* or *an3* resulted in an extended expression pattern of the CEI stem cell marker *CYCD6;1* into the cortex and endodermal cells. We built an ODE and agent-based hybrid model linking cell behaviour, specifically cell division, to gene expression dynamics represented by ODEs of WOX5, AN3, SCR, SHR, and CYCD6;1. Our hybrid model allowed for the exchange of information between a cellular scale (i.e., division of stem cells) and a molecular scale (i.e., regulatory interactions at single cell level). In the hybrid model, the mobile proteins, WOX5 and SHR, regulated the expression of downstream proteins non-cell autonomously in specific cell-types. The communication between cell types and dynamic expression patterns modelled experimentally validated temporal stem cell divisions.

## 2. Results

### 2.1. WUSCHEL-RELATED HOMEOBOX 5 regulates cortex endodermis initial-specific genes

The functional role of WOX5 in the QC and CSC has been extensively reported while its role in stem cell populations remains largely unknown. *WOX5* is specifically expressed in the QC cells, however, the protein moves to the CSCs and the vasculature initials and has been shown to have a non-cell autonomous role in these cells (Clark et al., 2019; Pi et al., 2015). To determine whether WOX5 is also able to move from the QC cells to the QC-neighbouring CEI cells and regulate downstream targets, we used scanning fluorescence correlation spectroscopy (scanning FCS). Five-day-old *wox5*xpWOX5:WOX5-GFP plants were analysed with scanning FCS to evaluate the directional movement of WOX5 proteins between these two cell types. Line scans were taken over time from a region spanning the CEI and adjacent QC (Figure 1a). This analysis resulted in a quantitative assessment of movement and allowed us to calculate the movement index (MI). We found that WOX5 moved bidirectionally between the QC and the CEI (MI = 0.90 ± 0.04 from QC to CEI, MI = 0.83 ± 0.05 from CEI to QC, *n* = 20) (Supplemental Table 1). As a comparison, within the SCN, free GFP and immobile 3xGFP have a moving index of ~0.7 and ~0.25, respectively (Clark et al., 2016).

**Figure 1.**
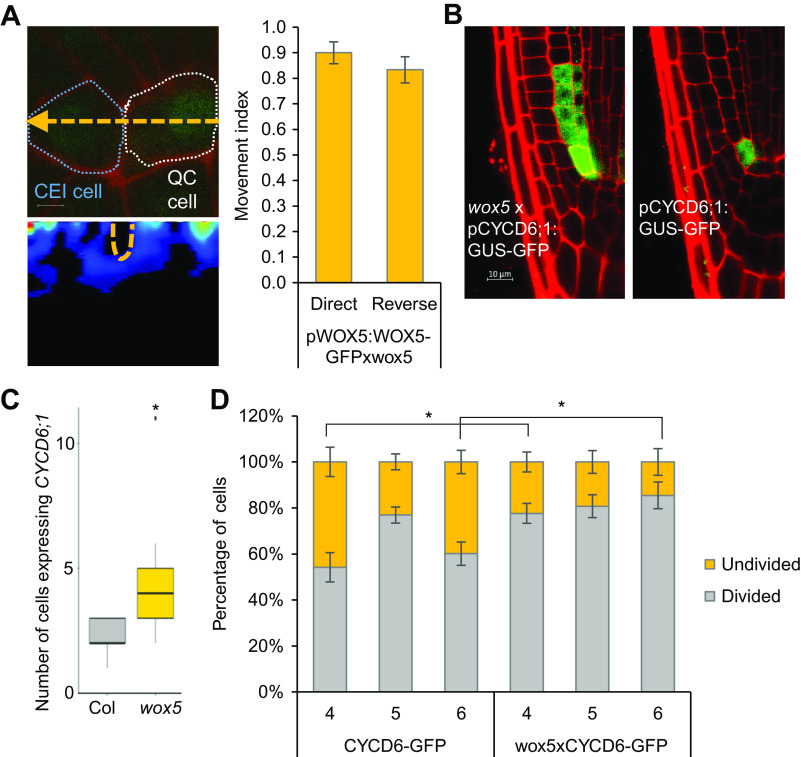
Characterization of WUSCHEL-RELATED HOMEOBOX 5 (WOX5) in the cortex endodermis initial (CEI). (a) (Top left) Confocal image of a region in the *wox5*xpWOX5:WOX5-GFP root that spans the quiescent center (QC) and CEI and is used for pair correlation function (pCF). The location and direction of the line scan (orange dashed line) are marked onto the image. (Bottom left) pCF carpet image of the top image. Orange, dashed region represents an arch in the pCF carpet, which indicates movement across the cell wall. (Right) Movement index of *wox5*xpWOX5:WOX5-GFP between the QC and CEI. (b) Confocal image of *wox5*xpCYCD6;1:GUS-GFP roots. (c) The number of CEI and CEI-like cells expressing pCYCD6;1:GUS-GFP. (d) Percentage of divided and undivided CEI cells in pCYCD6;1:GUS-GFP and *wox5*xpCYCD6;1:GUS-GFP roots. Data are presented as mean ± SEM (standard error of mean). * = *p* < .05 (c, d: Wilcoxon Chi-square test).

To explore the potential functional role of WOX5 in CEI, we examined the expression pattern of the CEI-marker pCYCD6;1:GUS-GFP in *wox5*. The marker showed an expression pattern that extended into the cortex and endodermal cells (Figure 1b,c). This expanded expression of *CYCD6;1* suggests that the 4–5 cells proximal of the CEI, further referred to as CEI-like cells, have gained stem cell-like characteristics and also indicates that WOX5 controls *CYCD6;1* expression to the CEI (Figure 1b,c). We then explored the role of WOX5 in limiting *CYCD6;1* expression and, thus, controlling CEI divisions. To this end, we quantified the number of undivided and divided CEI cells in 4-, 5- and 6-day-old *wox5* and wild-type roots. This quantification showed that *wox5*xpCYCD6;1:GUS-GFP roots had an increase of 23.43% and 25.33% divided CEI cells (*p* = .0495, Wilcoxon test) compared to the wild type (WT) at 4 and 6 days, respectively (Figure 1d). Taken together, these results support a functional non-cell autonomous role for WOX5 in the CEI.

### 2.2. Network inference and node importance analysis to identify functional candidates

To unravel the transcriptional events regulating the extended expression pattern of *CYCD6;1* in the *wox5* mutant background, a transcriptome analysis was performed on FACS-sorted GFP positive cells from pCYCD6;1:GUS-GFP, *wox5*xpCYCD6;1:GUS-GFP and pWOX5:GFP, and the meristematic cells from pWOX5-GFP that do not express the marker (referred to as non-stem cells) (Supplemental Table 2). Compared to the cells not expressing the pWOX5-GFP marker, 163 genes were differentially expressed (FDR < 0.05) in wild-type CEI cells and 213 genes in the CEI and CEI-like cells from the *wox5* mutant. In total, the union of these two analyses identified 330 differentially expressed genes (DEGs) in CEI and CEI-like cells, of which 159 DEGs (48.18%) have previously been shown to be expressed in the SCN and 53 genes were enriched in the CEI (Clark et al., 2019). We hypothesized that the regulatory genes underlying *CYCD6;1* expression should be differentially expressed in the CEI cells (*CYCD6;1* expressing cells) of the wild-type and *wox5* roots and thus focused on the genes overlapping between these two sets of DEGs (Figure 2a). In total, 46 genes overlapped between the CEI and CEI-like cells, which equals an enrichment of 35.8 (*p* < 4.431e-59, Exact hypergeometric probability). To identify key regulatory proteins among these 46 genes, we predicted causal relations between the TFs and downstream genes with high accuracy and constructed a gene regulatory network. We inferred the causal relations by leveraging our transcriptome data with a regression tree algorithm RTP-STAR (Figure 2b) (Huynh-Thu et al., 2010; Spurney et al., 2020; Van den Broeck et al., 2020). The inferred network contained 20 nodes, of which four are TFs (Figure 2b). These four TFs are as follows: WIP DOMAIN PROTEIN 4, which is shown to be important for root initiation, INDOLE-3-ACETIC ACID INDUCIBLE 33, AN3/GIF1, which is a known regulator of cell proliferation, and an unknown TF (AT1G75710). Among the inferred AN3 targets, we confirmed with TChAP data that three targets (*AT1G75710*, *FLA10* and *GBSS1*) were directly bound by AN3 (Vercruyssen et al., 2014). Network inference allowed us to identify potential functionally important genes, however, we still needed to pinpoint the biological important genes within the network.

**Figure 2.**
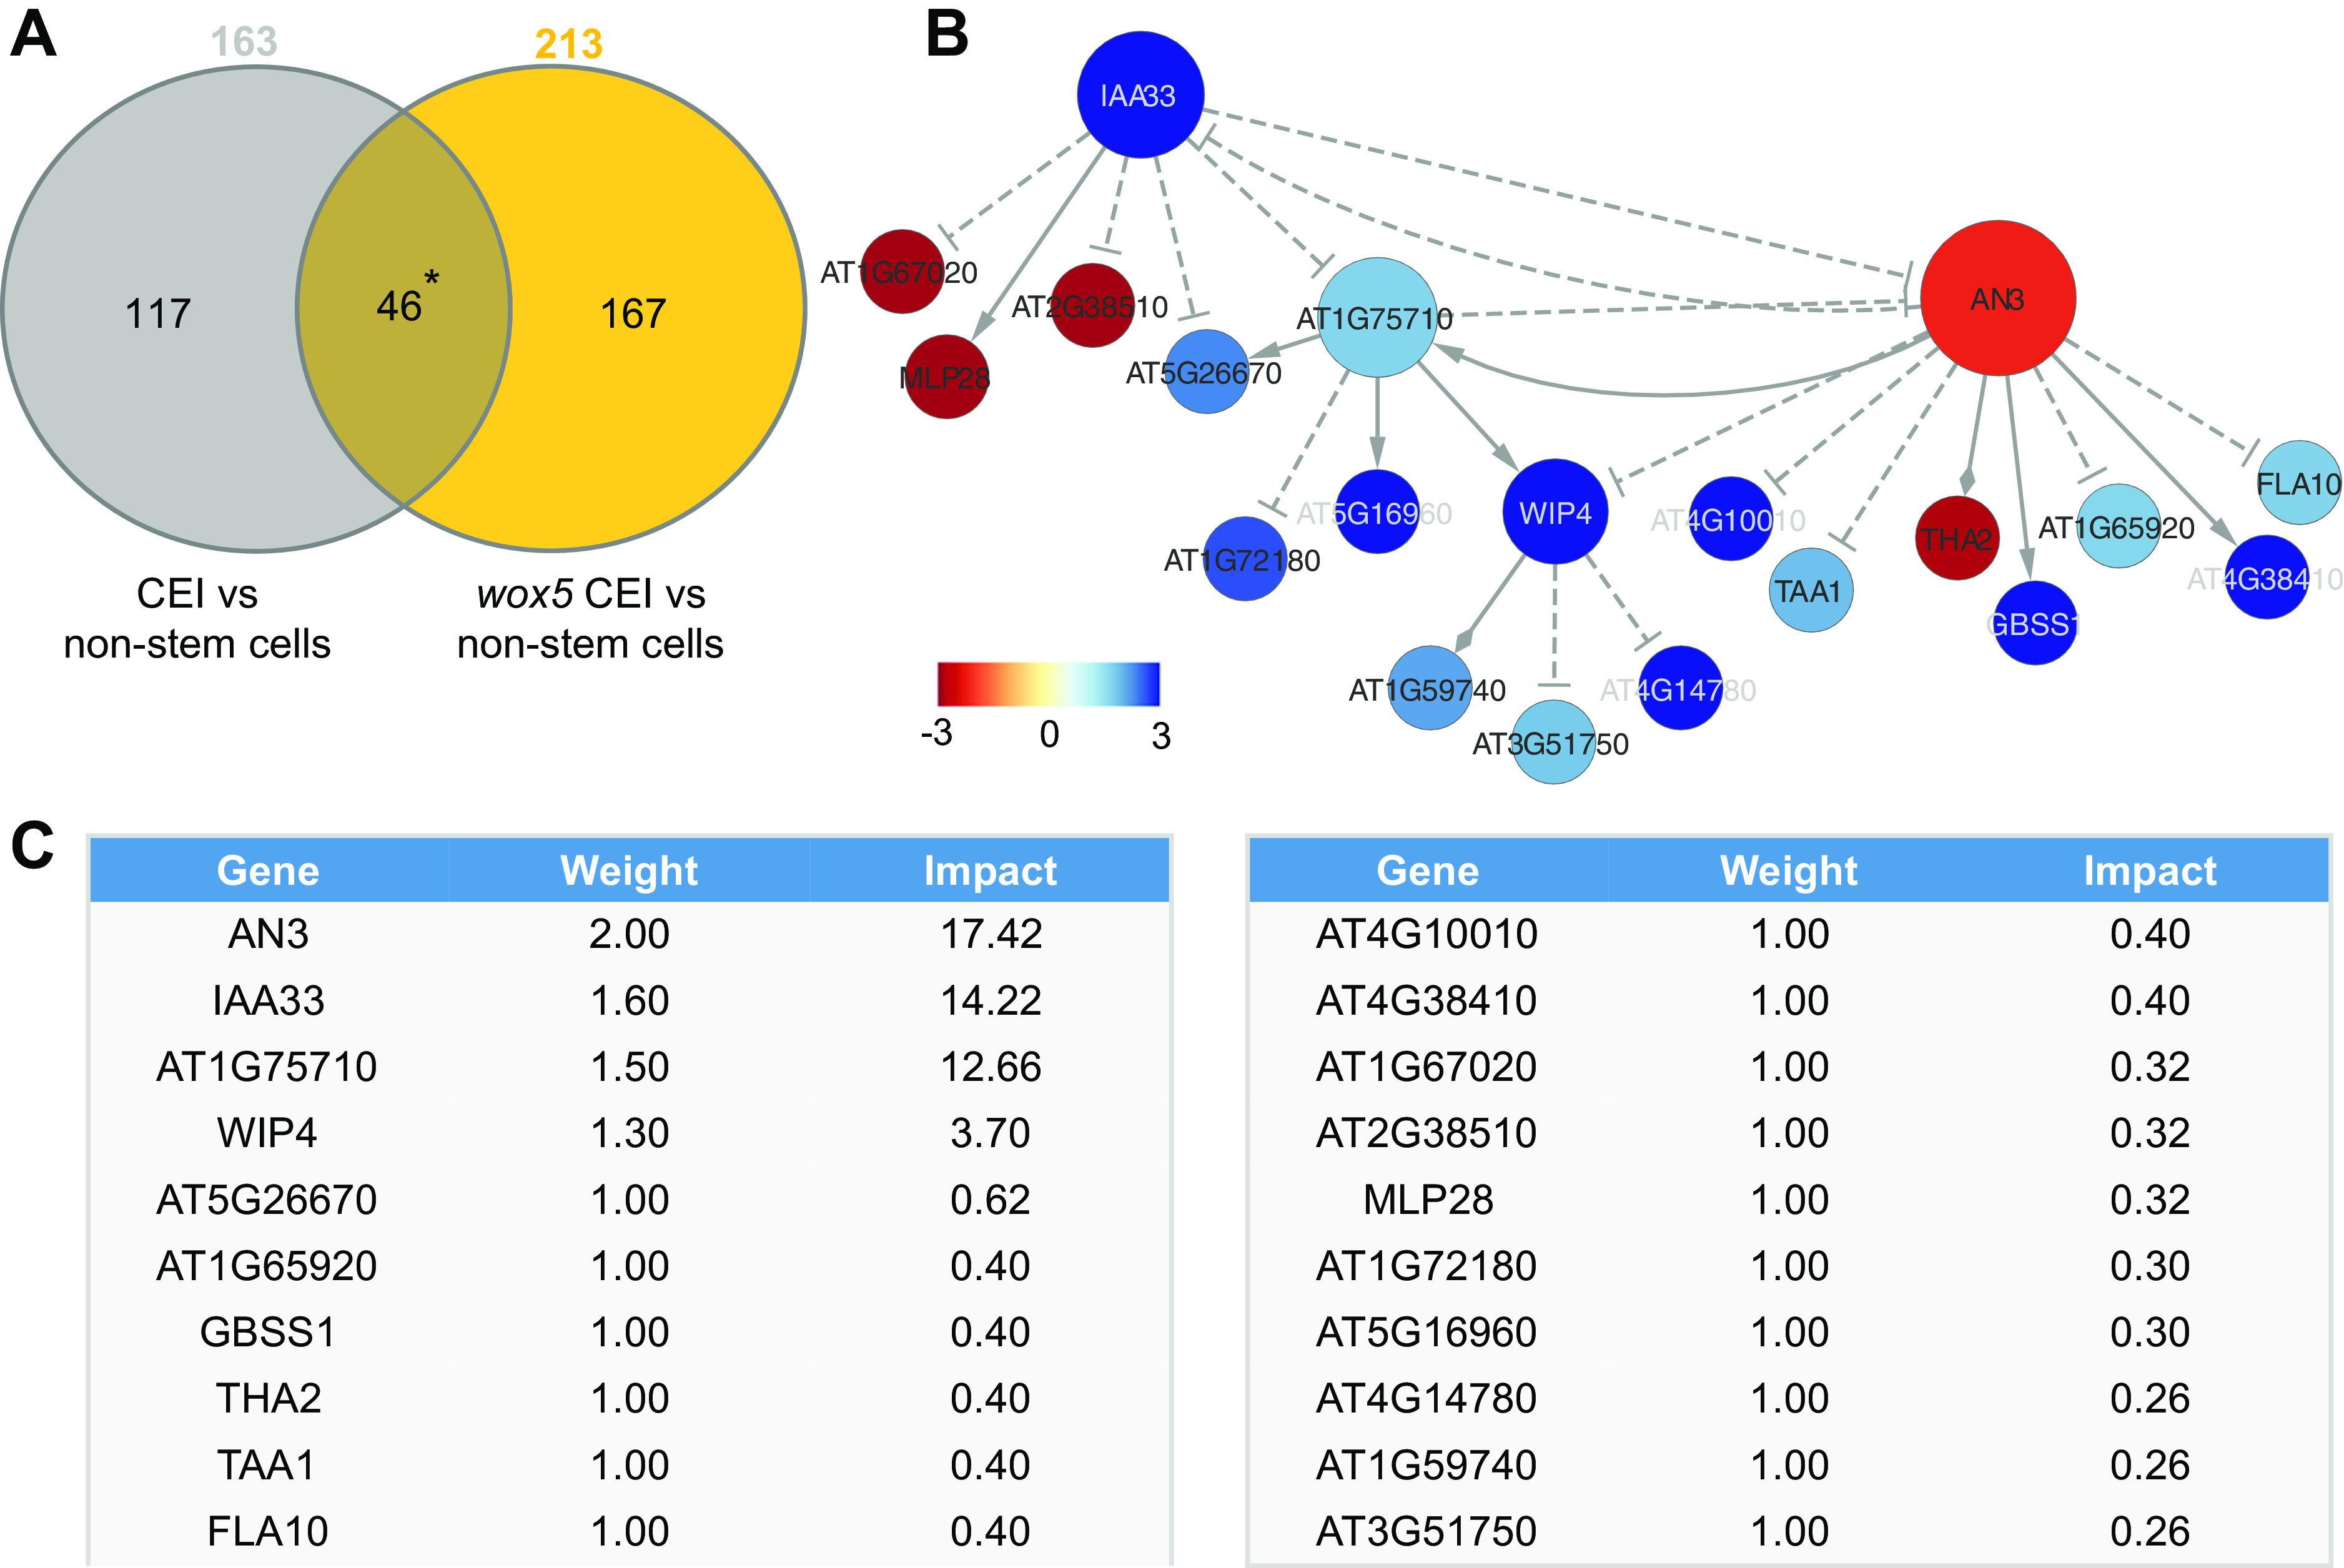
Network analysis of cortex endodermis initial (CEI)-expressed genes. (a) The overlap between genes differentially expressed between CEI cells and non-stem cells in the wild-type and the *wox5* background. * = *p* < .001 (Exact hypergeometric probability). (b) Causal interactions between 46 differentially expressed genes that are enriched in the CEI cells. Solid triangle-arrows, solid diamond-arrows and dashed T-arrows represent activating, undetermined and repressing regulations, respectively. The size of the nodes correlates with the outdegree of that node. The colour of the nodes corresponds to the log_2_ fold change in expression in the *wox5* CEI cells compared to the non-stem cells. (c) Tabular output from the Node Analyzer application presenting the weight (calculated based on outdegree) and impact (see Section 4) of each gene.

To identify which genes could cause the largest impact on network stability when perturbed, we performed a node importance analysis. To calculate the impact of each gene, each node received a weight depending on its outdegree (i.e., number of outgoing edges), then for each node, the sum of the weighted outgoing first neighbours and the sum of the weighted incoming first neighbours were taken. Both sums were in turn weighted, specifically, the sum of the outgoing neighbours was weighted by Average Shortest Path Length (ASPL), and the sum of the incoming neighbours was weighted according to the proportion of end-nodes within the network, which is in this network 20% (see Section 4). We next developed an R-based Shiny application (Node Analyzer) that calculates the weights and impacts of each gene within a network (Shannon et al., 2003) (see Section 4) (Supplemental Figure 1). Node Analyzer allowed us to rank the 20 genes in the network and select key genes. The most impactful gene within our network is *AN3*, a transcriptional co-activator that is involved in cell proliferation during leaf and flower development (Figure 2c).

### 2.3. ANGUSTIFOLIA 3 contributes to the regulation of cortex endodermis initial divisions

It was previously shown that *AN3/GIF1* and its closest homologs, *GIF2* and *GIF3*, were expressed in the root stem cell niche (Ercoli et al., 2018). A triple mutant (*gif1/2/3*) displayed a disorganized QC and increased root length as a result of an increased root meristem size (Ercoli et al., 2018). We confirmed the growth repressing role of AN3 in the roots, as *an3* and 35S:AN3-GFP roots showed an increased and reduced root length compared to the WT, respectively (Supplemental Figure 2a). We observed a disorganized stem cell niche in 56% (25/45 roots) of *an3* mutant roots (Supplemental Figure 2b). Additionally, *an3* mutants contained starch granules in the cells that are normally CSC, suggesting that AN3 plays a role in CSC maintenance (Supplemental Figure 2c). To determine whether AN3 also plays a role in CEI divisions, we quantified the number of undivided and divided CEI cells in 4-, 5- and 6-day-old *an3* and WT roots. Six-day-old *an3* roots had 19.22% fewer undivided CEI cells compared to WT (*p* = .103, Wilcoxon test), suggesting that more CEI divisions occur in the *an3* mutant (Figure 3a). Additionally, when *an3* is crossed with the CEI-marker pCYCD6;1:GUS-GFP, an extended expression pattern is observed (Figure 3b,c). Taken together, these results support a role for AN3 in the regulation of CEI divisions.

**Figure 3.**
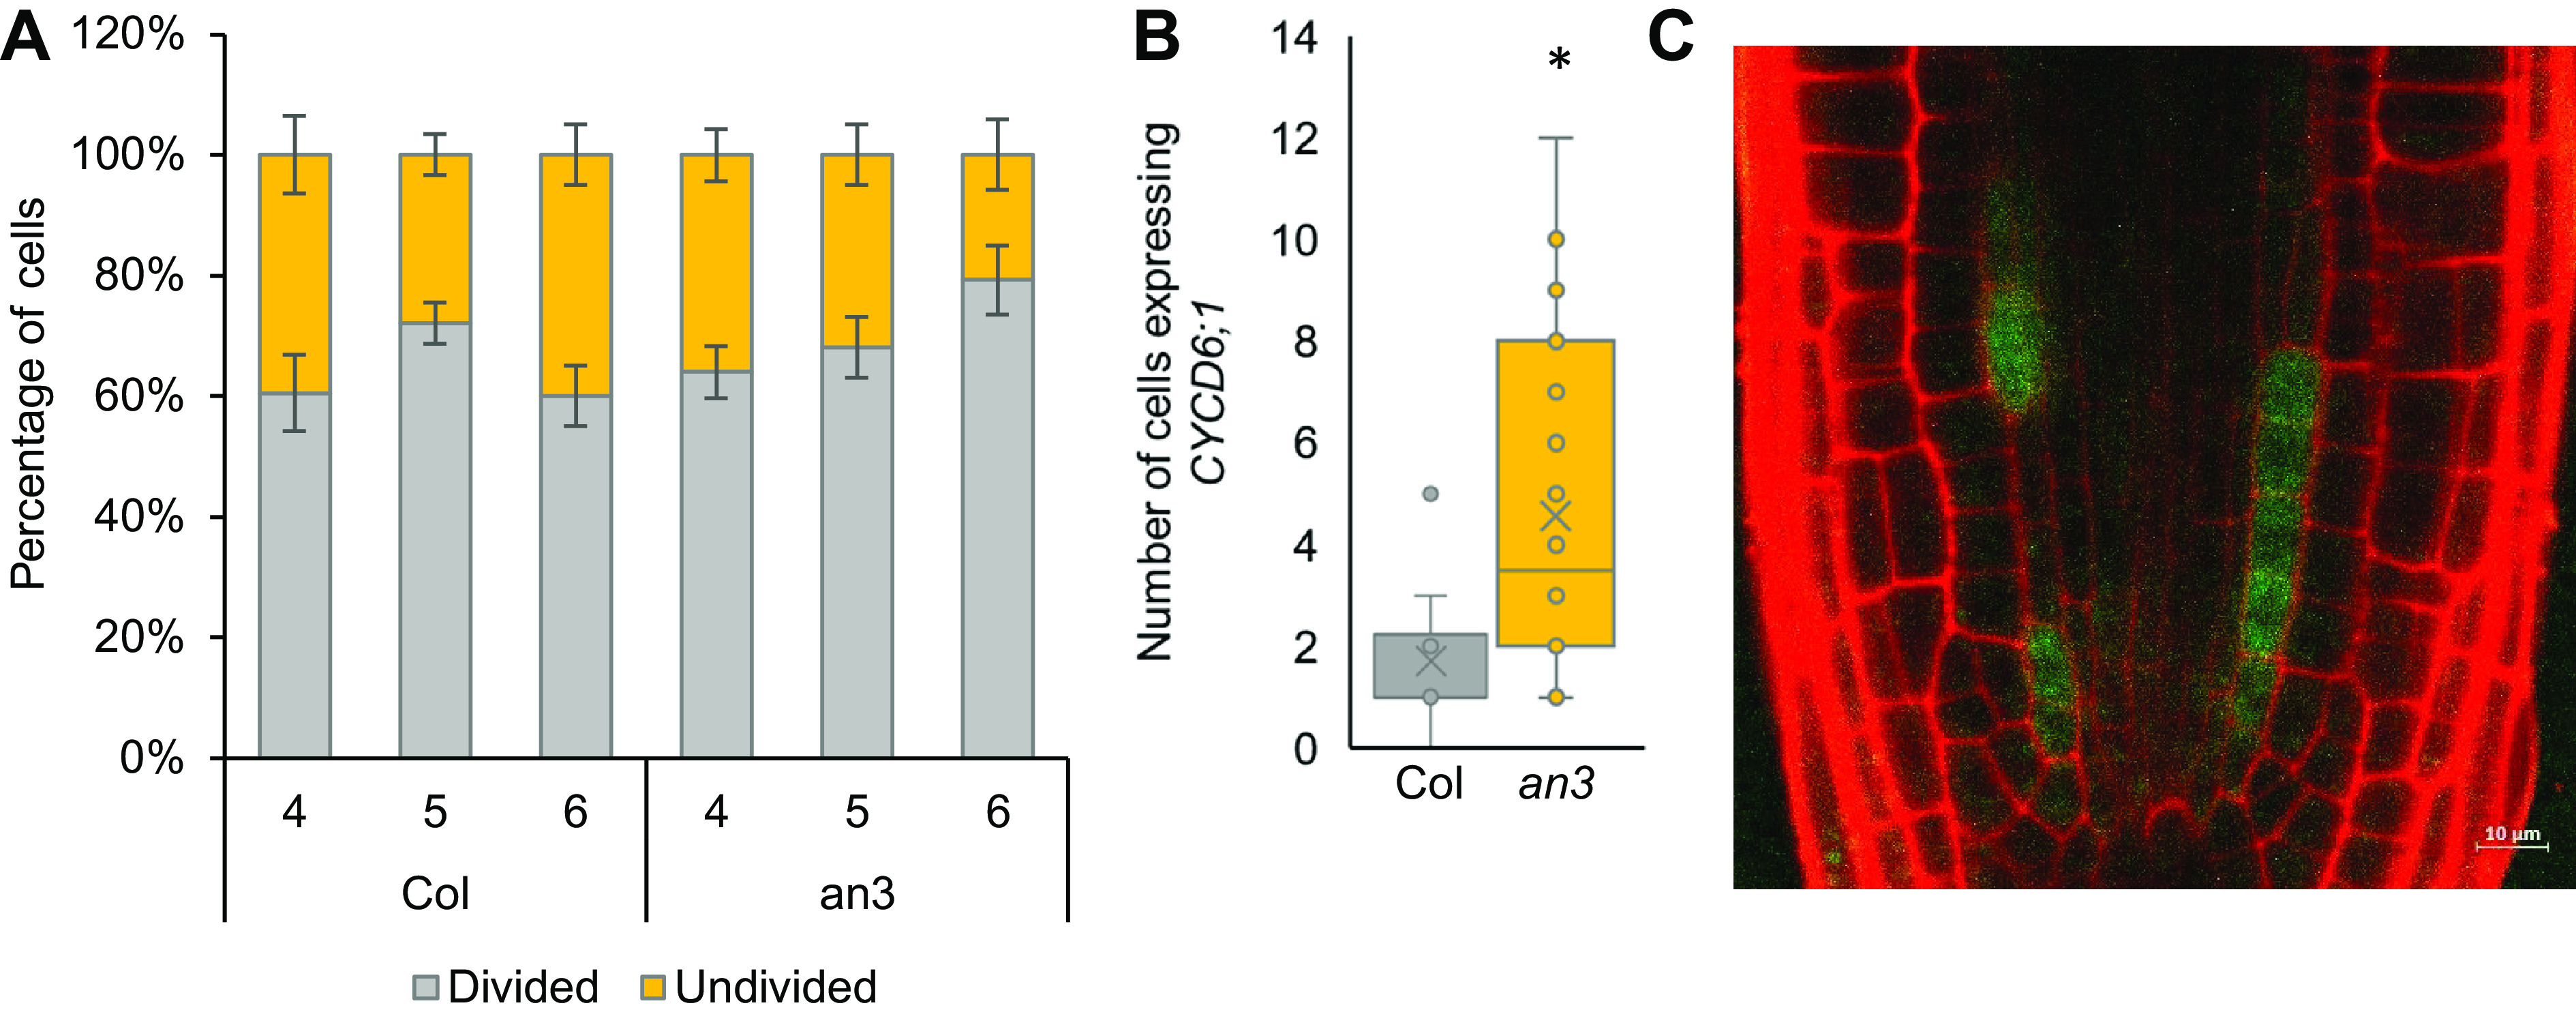
Phenotypic analysis of *angustifolia (3)*. (a) Percentage of divided and undivided cortex endodermis initial (CEI) cells in wild-type (Col) and *an3* roots. (b) The number of endodermal and cortex cells expressing pCYCD6;1:GUS-GFP in wild-type (Col) and *an3*xpCYCD6;1:GUS-GFP roots. (c) Confocal image of an *an3*xpCYCD6;1:GUS-GFP root. Data are presented as mean ± SEM. * = *p* < .05 (a, b: Wilcoxon Chi-square test).

### 2.4. A hybrid model to dynamically simulate and predict stem cell divisions

If AN3 and WOX5 are indeed key regulators for CEI divisions, we would expect that their temporal expression influences CEI divisions in a cell-type specific manner. To gain insight into the system-level regulation of CEI stem cell divisions, we modelled the expression of *CYCD6;1* and its direct and indirect upstream regulators: SHR, SCR, WOX5, and AN3 (Figures 1c and 3b) (Sozzani et al., 2010). For this, we developed a hybrid model that combines agent-based modeling aspects with ODEs. Specifically, we included four different cell types or ‘agents’ (QC, CEI, vascular initial, and endodermal cell) and constructed ODEs of the genes for each cell type that are able to recapitulate the dynamics of the upstream regulatory interactions at a molecular scale. The cells/agents interact through the movement of SHR and WOX5 and change state (i.e., divide) upon changes in the expression of specific proteins. For example, when CYCD6;1 exceeds a certain abundance, the CEI will divide. Each time a cell divides (an agent changes state), corresponding protein abundances are halved. As such, we were able to exchange information bidirectionally, from molecular to cellular scale and from cellular to molecular scale. To implement this hybrid model, we used SimBiology that models, simulates, and analyzes dynamic systems, allows for rapid model optimization, and provides an intuitive visualization of the model (The MathWorks, 2019).

To analyse the temporal expression dynamics of *CYCD6;1* linked to CEI divisions, and to understand the regulatory role of WOX5 and AN3 in controlling the *CYCD6;1* dynamics, we used ODEs to generate a quantitative model that describes the dynamics of four key transcriptional regulators of *CYCD6;1*, namely WOX5, AN3, SHR and SCR. In our ODE systems, each ODE included a degradation term and a production term that depended on its upstream regulations. The included regulations are depicted in Figure 4 and are as follows: (a) the inhibition of *SHR* by WOX5 in the vasculature (Clark, Fisher, et al., 2020), (b) the activation of *SCR* by the SHR/SCR complex in the endodermis, CEI and QC (Heidstra et al., 2004; Helariutta et al., 2000), (c) the activation of *SCR* by AN3 (Ercoli et al., 2018), and (d) the activation of *CYCD6;1* by the SHR/SCR complex in the CEI (Figure 4a) (Sozzani et al., 2010). As the upstream transcriptional regulations of WOX5 and AN3 are unknown, we modelled their expression based on previously published data of *WOX5* and *AN3* expression over time in the SCN (Clark et al., 2019). Additionally, we included ODEs that model the movement of WOX5 from the QC to the vasculature initials (Supplemental Table 3), different diffusion rates of SHR from the vascular initials to the endodermis and QC (Clark, Fisher, et al., 2020), the SHR/SCR complex formation, and the oligomeric states of WOX5 and AN3. The oligomeric states of AN3 and WOX5 were experimentally determined using scanning FCS (Supplemental Figure 3). Specifically, we performed Number and Brightness (N&B) on *an3* or *wox5* roots expressing pAN3:AN3-GFP or pWOX5:WOX5-GFP translational fusion, respectively. We found that both AN3 and WOX5 primarily exist as a monomer (98.67 and 96.01%, respectively) with a very small amount of dimerization (1.33 and 3.99%, respectively) (Supplemental Figure 3). Thus, we fixed the oligomeric state of AN3 and WOX5 as monomers in our ODE model. As SHR and SCR dimers show a similar expression pattern as the monomers (Clark, Fisher, et al., 2020), we simplified the model and reduced the number of parameters by modeling the SHR and SCR monomer and dimer as one variable. Despite this simplification and the experimental estimation of several parameters, the number of parameters in the hybrid model still reaches over 30 as a result of its multi-scale nature spanning both cellular and molecular interactions. To further reduce the number of parameters that needed to be estimated, the most influential parameters were identified with a sensitivity analysis (Sobol', 2001) (Supplemental Table 4, Supplemental Figure 4).

**Figure 4.**
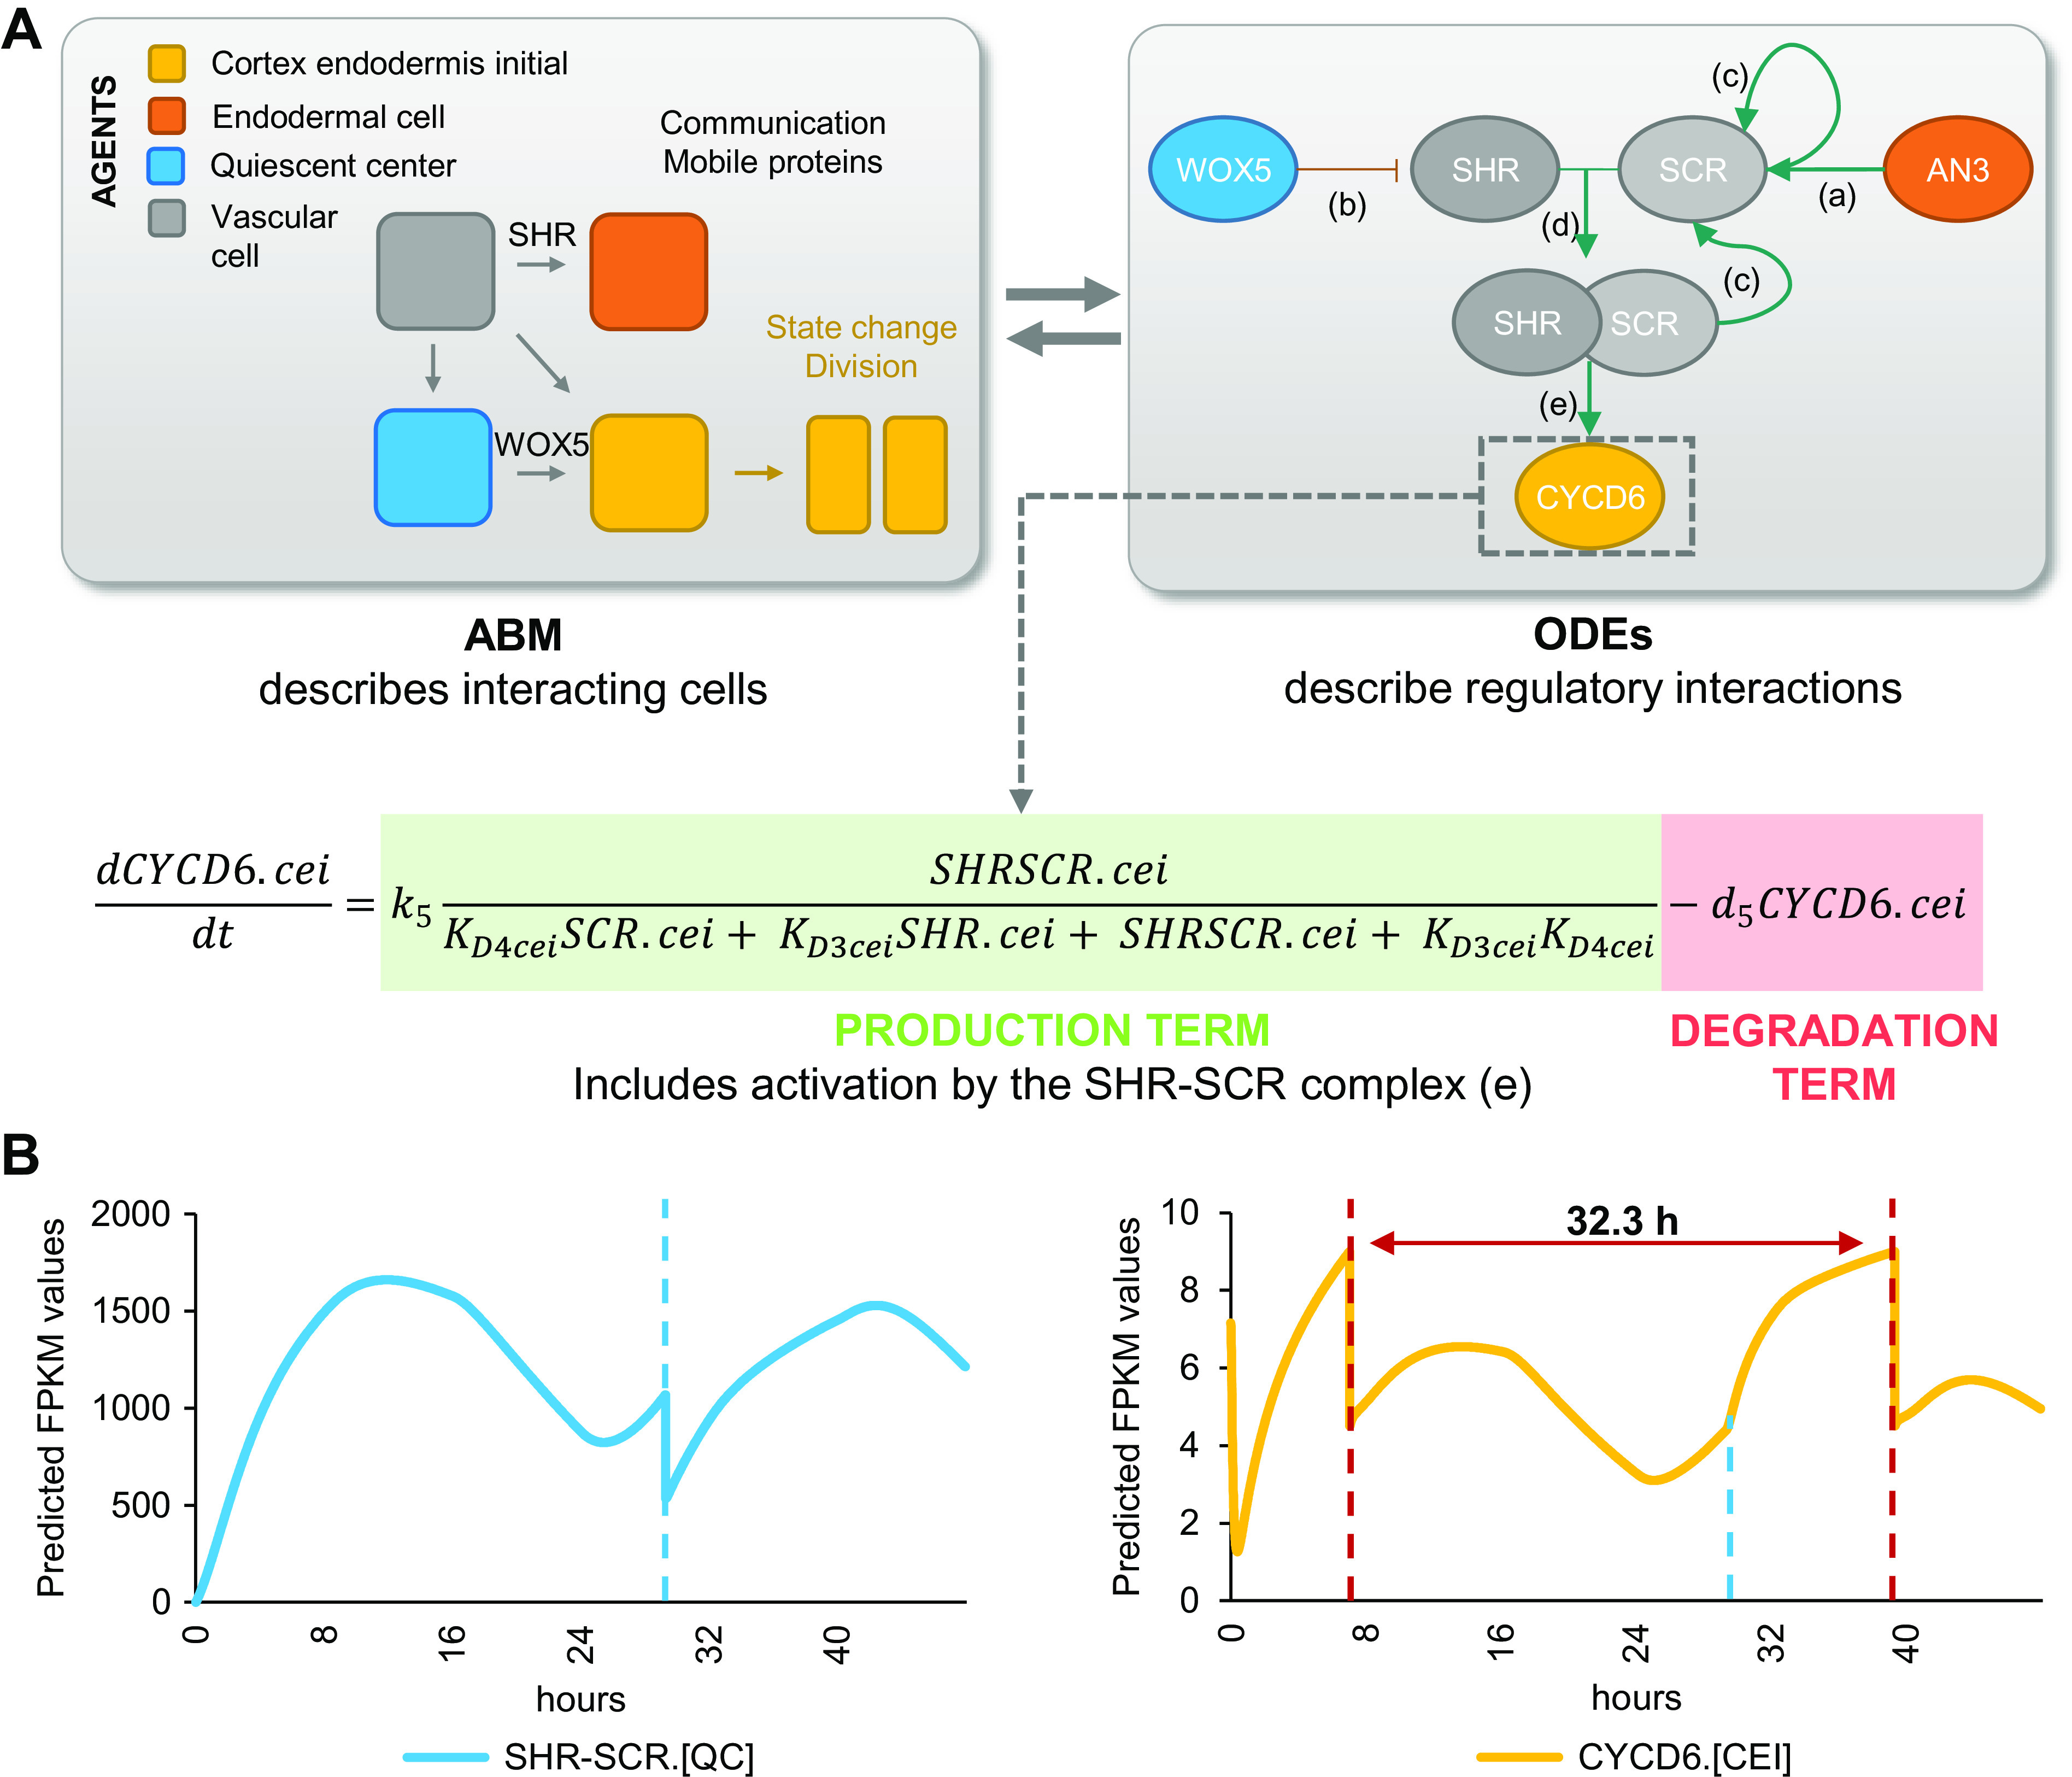
Computational hybrid modeling of quiescent center (QC) and cortex endodermis initial (CEI) division behaviour. (a) A hybrid model combines agent-based model (ABM) rules with ordinary differential equations (ODEs). Left panel: four cell types are considered as the agents in the model interacting with each other through mobile proteins and changing states through cell division. Right panel: known regulatory interactions between key genes involved in regulating CEI division [a: (Ercoli et al., 2018), b: (Clark, Fisher, et al., 2020), c: (Helariutta et al., 2000), d: (Long et al., 2017), e: (Sozzani et al., 2010)]. (b) Model simulation of the expression of SHORTROOT (SHR)/SCARECROW (SCR) complex and D-type Cyclin CYCLIND6;1 (CYCD6;1) in the QC and CEI, respectively. Red dotted lines indicate CEI divisions and the blue dotted line indicates the time point of the QC division.

We estimated the values for the sensitive parameters by fitting our model to computed cell-type specific time course data (Supplemental Tables 5–7). Specifically, the expression of the modelled genes in each cell type at 5 days was extracted from cell-type specific datasets (Clark et al., 2019; Li et al., 2016) and overlaid onto a stem cell time course to obtain cell-type specific expression levels every 8 hours from 4 to 6 days (see Section 4) (Supplemental Table 5). After estimating the sensitive parameters, we simulated the hybrid model to evaluate the expression dynamics within each cell. For example, the hybrid model predicted high expression of *SCR* in the endodermal cells and a lower expression in the CEI and QC. We confirmed the increased SCR expression in the endodermal cells by analysing confocal images of the QC, CEI and endodermal cells of pSCR:SCR-GFP for corrected total cell fluorescence (CTCF) at 5 days 16 hours (Supplemental Figure 5a,b). Model simulations showed that the cell-specific networks ensured robust stability of cellular behaviour, such as cell division regulation (Figure 4b). The agent-based rules for cell division were set based on SHR/SCR complex and WOX5 expression for the QC and CYCD6;1 expression for the CEI (Supplemental Figure 6). Our hybrid model was able to capture a dynamic expression pattern for the SHR/SCR complex, with high expression at 4 days 8 hours and 5 days 16 hours. In contrast, WOX5 showed a low expression at these time points (Supplemental Figure 5c). The first peak of SHR/SCR expression at 4 days 8 hours was previously shown in an ODE model, while the second peak occurred, compared to our model, earlier at 5 days 8 hours (Clark, Fisher, et al., 2020). Model predictions showed that the fine balance between low expression of the SHR/SCR complex and WOX5 simulates a QC cell division at 5 days 5 hours. Indeed, 5- and 6-day-old plants showed an increase in QC divisions compared to 4-day-old plants (Supplemental Figure 5d). Additionally, CEI divisions were predicted to occur at 4 days 8 hours and 5 days 16 hours (Figure 4b). We observed an increased percentage of divided CEIs in 5-day-old roots compared to 4-day-old roots, however, an increase was not visible in 6-day-old roots compared to 5-day-old roots (Figures 1d and 3a). We found that the rate of CEI divisions within our model was influenced by the QC division. For example, the change in WOX5 expression upon QC division impacts SHR expression and thus indirectly the SHR/SCR complex formation. The SHR/SCR complex, in turn, directly regulates *CYCD6;1* expression, which triggers CEI divisions. As such, CEI divisions are temporally correlated with the QC divisions. To test the involvement of protein movement in the interdependence of QC and CEI divisions, we quantified the CEI divisions in a *wox5*xpWOX5:WOX5-3xGFP line where WOX5 movement is inhibited (Berckmans et al., 2020). The number of divided CEIs was reduced in the *wox5*xpWOX5:WOX5-3xGFP line, potentially the result of WOX5 repressing activities on SHR in the vascular initials (Supplemental Figure 5e,f) and, accordingly, reduced levels of SHR decreases *CYCD6;1* activation in the CEIs (Koizumi et al., 2012). The distinct phenotype of *wox5*xpWOX5:WOX5-3xGFP line compared to the *wox5* mutant, which showed an increased number of divided CEIs, and the complemented *wox5*xpWOX5:WOX5-xGFP suggested that WOX5 movement is important for proper CEI divisions. Taken together, our results suggest a QC division at 5 days 5 hours resulting from high SHR/SCR and low WOX5 concentrations, CEI divisions at 4 days 8 hours and 5 days 16 hours resulting from high CYCD6;1 concentrations, and an interdependence between CEI divisions and QC divisions.

### 2.5. The hybrid model partially captures systems behaviour in response to molecular perturbations

The regulatory network underlying the hybrid model can recapitulate the QC and CEI divisions in WT conditions. However, to further validate the model, we simulated the loss-of-function of *wox5* and *an3* and evaluated the expression patterns as well as CEI division dynamics. Based on transcriptome data of *wox5* and *an3*, we calculated 99.53% and 88.12% reduction of *WOX5* and *AN3* expression in their respective loss-of-function lines (Supplemental Figure 7). 

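The *an3* line was measured by RNA-seq of root tips, with 1 FPKM value from the authors for each genotype. *AN3* (AT5G28640, chromosome 5) had 21.5 FPKM in Col root tips and 2.55 FPKM in *an3* root tips. The transcript was thus reduced by 88.1%, and 11.9% of the Col level remained. The authors' deposited table gives *AN3* a q of 0.00206, the smallest value it holds, which 414 rows share. The other members of its family were measured in the same root tips. *GIF2*, a close homolog, had 23.1 FPKM in Col and 23.4 FPKM in *an3*, and *GIF3* was low in both, at 0.822 and 0.670 FPKM. Of the 7 tested members of the list of GIF co-activators and GRF transcription factors, with *AN3* left out, none had a q under 0.05 in the authors' deposited table, and none passed when adjusted over the list alone (adjusted p = 1.0 from Fisher's exact test). *GRF1* had a log2 ratio of 0.20 and *GRF3* of 0.22. Each value is the authors' single value for 3 samples, without an error. Data for the *wox5* line were not analysed here.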

As such, the initial expression levels of WOX5 and AN3 were set to 0.47% and 11.88% in the mutant simulation as compared to the values in a WT situation, respectively.

Model simulations of *wox5* loss-of-function predicted an additional CEI division between 4 and 5 days compared to WT, which coincided with an increase in divided CEI cells at 4 days in *wox5* (Supplemental Figures 8a and Figure 1d). The additional division is most likely the result of the removal of WOX5 repression on *SHR* in the vascular initials leading to an accelerated accumulation of SHR/SCR complex in the CEI. An overall increase in SHR/SCR in the CEI was not predicted by the model (Supplemental Figure 9b), and accordingly, CEI-specific transcriptomics and protein quantifications in the CEI of the *wox5* mutant did not show an increased *SHR* expression (Supplemental Table 2, Supplemental Figure 9a). The simulations of the *an3* loss-of-function predicted the depletion of SCR in the QC, CEI and endodermal cell compared to WT (Supplemental Figure 8b). This decrease in *SCR* expression has been shown within the QC (Ercoli et al., 2018). However, the CEI and endodermis still showed high levels of SCR when a repressor version of AN3 is expressed in the SCR reporter line (Ercoli et al., 2018), which is in contrast to the model predictions. As such, the regulation of *CYCD6;1* by AN3 in the CEI may not be established via SCR but another unknown mechanism. We hypothesized that AN3 is regulating an additional factor that represses *CYCD6;1*. For this, we added an unknown factor X that is activated by AN3 and represses *CYCD6;1*, removed the AN3 activation of *SCR*, updated the ODEs within the CEI agent accordingly, and re-estimated four former and two new parameters (see Section 4) (Supplemental Tables 7 and 8). During model optimization, an additional rule that ensured a fixed minimum time between two CEI divisions was implemented to overcome overproliferation in the model (see Section 4). By adding competition between a repressor, transcriptionally activated by AN3, and the SHR/SCR direct regulation of *CYCD6;1*, the model was able to accurately capture the CEI divisions in a wild-type situation as well as in an *an3* mutant background (Figure 5a). Notably, by adding the repressor to the model, the CEI division time interval shortened to 23.3 hours (Supplemental Figure 10). 

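RNA from root tips of the *an3* loss-of-function mutant was compared with RNA from root tips of the wild type Columbia (Col). AN3, also named GIF1, is a transcriptional co-activator that works with GRF transcription factors. Root tips of about 5 mm were taken from 5-day-old seedlings, with 3 *an3* samples and 3 Col samples, and sequenced with 100 bp single-end reads. The authors trimmed the reads with ea-utils fastq-mcf, aligned them with HISAT2 and compared the genotypes with Cufflinks, all through TuxNet. Their deposited table has 33201 rows and gives, for each row, 1 FPKM value (fragments normalized to transcript length and library size) for *an3*, 1 for Col, a log2 fold change and a q-value. Each FPKM value stands for the 3 samples of a genotype together, so the spread between replicates cannot be shown, and the values below carry no error of their own. The table holds no read counts, so the depth of each sample is unknown. A row was treated as called where the authors' deposited table gives a q under 0.05, and the 17040 rows with a q under 1 were taken as tested. From the group values, log2 ratios of *an3* over Col were computed after adding 0.1 FPKM to each, which understates the change of genes with low expression. Over the 17229 rows with a mean of at least 1 FPKM the median log2 ratio was -0.0034, so the 2 columns are centred alike. Genes were then grouped in 18 lists of pathways, complexes and cell type markers. The lists, the rule for naming genes and the alternative settings were fixed before the data were examined, apart from the top rows of the paper's Supplemental Table 9, which had been seen by then. Called members of each list were set against called rows outside it with a two-sided Fisher's exact test, adjusted by Benjamini-Hochberg over the 18 lists. Genes of a list are not independent, so these p-values describe the table and do not stand for replicates.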

To identify potential candidates as a repressor downstream of AN3, we performed genome-wide expression analysis on *an3* meristematic root tissue (Supplemental Table 9). 

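Root tips of *an3* differed from Col in both directions. In the authors' deposited table, 1014 rows had a q under 0.05, of which 496 were higher and 518 lower in *an3*. The change was under 1.5-fold in 390 of the 1014, and 185 had an absolute log2 ratio of at least 1. The largest increase among called genes with at least 5 FPKM in the higher group was that of *AGL42* (AT5G62165), a MADS-box gene known from the quiescent center, which went from 1.29 to 11.4 FPKM, a log2 ratio of 3.04. *TIN1*, named for its induction by tunicamycin, had a log2 ratio of 2.16, and *CLE5*, which encodes a small signalling peptide and may share reads with its close copy *CLE6*, went from 30.1 to 104.3 FPKM. With the same minimum, the largest decrease was that of *NAS4*, a nicotianamine synthase, from 5.90 to 0.506 FPKM (log2 ratio -3.31). *NSP3*, a nitrile specifier protein of glucosinolate breakdown, went from 96.0 to 28.3 FPKM. With 1 FPKM added in place of 0.1, the log2 ratio was 2.43 for *AGL42* and -2.20 for *NAS4*.

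Regulators of the niche and of division were mostly not called. Of 16 tested stem cell niche regulators, only *AGL42* was called (1 when adjusted over the list alone; adjusted p = 1.0 from Fisher's exact test). *SCR* (AT3G54220) had 25.1 FPKM in Col and 21.2 FPKM in *an3*, with a q of 0.337 in the authors' deposited table. *SHR* had 9.71 and 9.06 FPKM, with a q of 0.823 in the authors' deposited table. These are values of whole root tips, in which a change limited to a few cells of the niche can be missed. The paper cites a decrease of *SCR* within the QC, which these values cannot test. *WOX5*, at 0.623 and 0.456 FPKM, and *CYCD6;1*, at 0.349 and 0.888 FPKM, had a q of 1 in the authors' deposited table and count as not tested. None of the 17 tested D-type cyclins and CDK inhibitors and none of the 15 S-phase genes was called, also when adjusted over the list alone. Among 10000 random lists matched on expression, the median log2 ratio of the D-type cyclins and CDK inhibitors, 0.15, lay at percentile 98.3 and that of the S-phase genes, -0.16, at percentile 2.9. Of 20 G2/M genes, *CYCB2;2* was called, with a log2 ratio of 0.67, but not when adjusted over the list alone. None of the 11 SWI/SNF subunits, the 9 tested vascular markers or the 3 tested root cap markers was called, also when adjusted over each list alone. Adjusted p was 1.0 for each of these lists from Fisher's exact test.

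Of 9 tested iron deficiency response genes, 4 were lower and none higher (4 lower when adjusted over the list alone; adjusted p = 0.0071 from Fisher's exact test), among them the iron transporter gene *IRT1*, from 47.4 to 18.4 FPKM, and *OPT3*, from 6.33 to 2.58 FPKM. Of 11 root hair and epidermis markers, 4 were lower and none higher (6 lower when adjusted over the list alone; adjusted p = 0.012 from Fisher's exact test). These were *RHD6*, *RSL2*, *RHD2* and *LRX1*, with log2 ratios from -0.59 to -0.46. Of 6 tested photosynthesis genes, *CAB1*, *PSBO1* and *RBCS1A* were lower and none was higher (4 lower when adjusted over the list alone; adjusted p = 0.012 from Fisher's exact test), and *CAB1* went from 27.1 to 8.63 FPKM. Its reads may be shared with near-identical copies. Of 8 Casparian strip markers of the endodermis, *CASP1*, *CASP2* and *CASP4* were higher and none was lower (4 higher when adjusted over the list alone; adjusted p = 0.023 from Fisher's exact test), with log2 ratios from 0.39 to 0.49. The adjusted p of this list was 0.54 with calls at a q under 0.01 and 0.068 with calls at a q under 0.1. Of 7 tested cytokinin response genes, the response regulators *ARR5* and *ARR6* were lower, with log2 ratios of -0.84 and -0.75 (2 lower when adjusted over the list alone; adjusted p = 0.13 from Fisher's exact test). Of 3 tested suberin genes, *CYP86B1* was lower (1 lower when adjusted over the list alone; adjusted p = 0.33 from Fisher's exact test). Among random lists, the medians of the iron, root hair, photosynthesis, cytokinin and suberin lists lay at percentiles from 0 to 1.3, and that of the Casparian strip markers at 99.7.

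**Figure D1:**
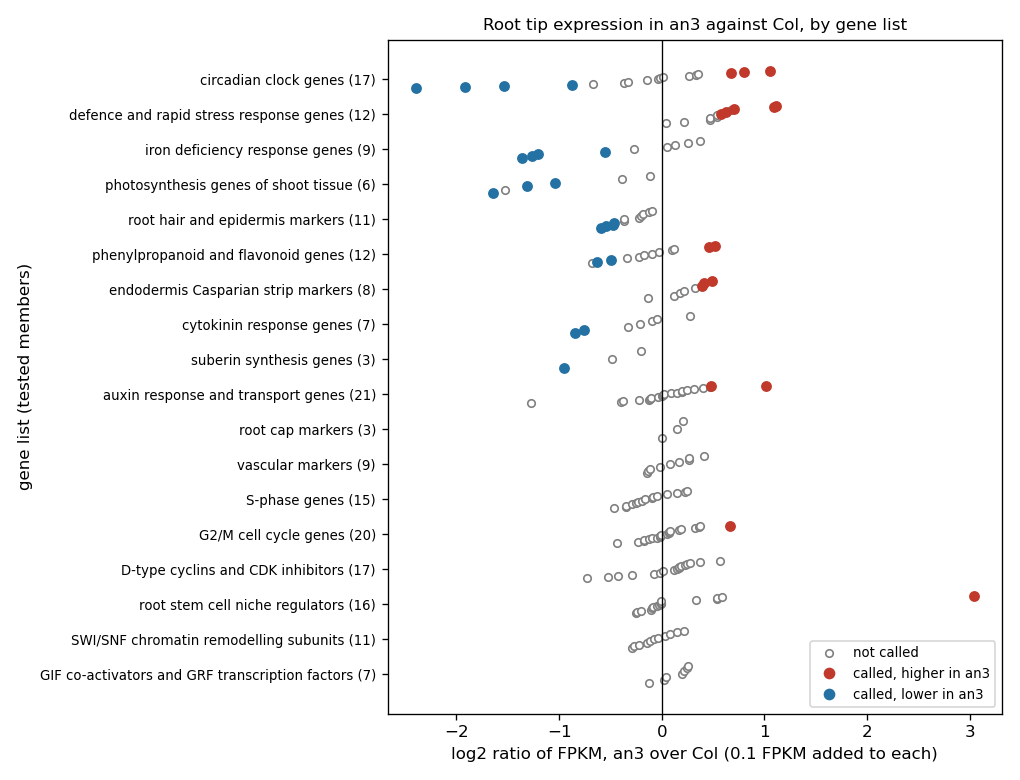
Log2 ratio of FPKM in *an3* over Col (x axis, 0.1 FPKM added to each) for every tested member of the 18 gene lists (y axis, number of tested members in brackets, AN3 left out). Each point is 1 gene, computed from 1 group value per genotype without an error, and filled points are genes with a q under 0.05 in the authors' deposited table: red for higher and blue for lower in *an3*. *AGL42* stands at 3.04, and clock genes lie on both sides of 0, from -2.40 to 1.05.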

In total 1013 genes were differentially expressed (FDR < .05) including 67 TFs of which four TFs were shown to interact with TOPLESS, a known transcriptional co-repressor (Causier et al., 2012) (Figure 5b). Of these four transcriptional repressors, WRKY30 and MYB7 showed the highest expression correlation with the model prediction (Figure 5c). WRKY30 and MYB7 were also identified as a downstream target of AN3 in a tandem chromatin affinity purification (TChAP) experiment (Vercruyssen et al., 2014). AtAUX2-11 and RVE1 showed no correlation and anti-correlation with the model predictions, respectively. 

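*WRKY30* and *MYB7* were both higher in *an3* root tips than in Col. *WRKY30* (AT5G24110, chromosome 5) went from 2.45 to 5.34 FPKM, a log2 ratio of 1.09, and *MYB7* (AT2G16720, chromosome 2) from 41.0 to 58.8 FPKM, a log2 ratio of 0.52. The authors' deposited table gives each of them a q of 0.00358. *WRKY30* is a member of the list of defence and rapid stress response genes. Of its 12 tested members, 5 were higher in *an3* and none was lower (9 higher when adjusted over the list alone; adjusted p = 0.0035 from Fisher's exact test). Besides *WRKY30* these were *WRKY70*, from 7.07 to 15.4 FPKM, *WRKY33*, from 34.7 to 53.4 FPKM, the zinc finger gene *ZAT12*, from 28.8 to 47.0 FPKM, and *ERF6*, with a log2 ratio of 0.57. The median log2 ratio of the 13 members with a mean of at least 1 FPKM was 0.54, above that of all 10000 random lists matched on expression. *MYB7* is a member of the list of phenylpropanoid and flavonoid genes, in which 2 of 12 tested genes were higher and 2 lower (2 higher and 3 lower when adjusted over the list alone; adjusted p = 0.012 from Fisher's exact test). *MYB4*, which encodes a related repressor of phenylpropanoid genes, had a log2 ratio of 0.46, whereas the flavonoid enzyme genes *F3H* and *F3'H* had log2 ratios of -0.49 and -0.63. The median of this list was -0.13, at percentile 0.51. With *WRKY30*, *MYB7*, *IAA4* and *RVE1* left out of all lists, a setting chosen after the data were examined, the adjusted p of the phenylpropanoid list was 0.060 from Fisher's exact test. In that setting it was 0.013 for the defence list and 0.0035 for the list of circadian clock genes. These comparisons rest on 1 value per genotype.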

As such, we propose WRKY30 or MYB7 as the putative downstream target of AN3 and repressor of *CYCD6;1* in the model. Our hybrid model suggests that the regulation of CEI divisions by AN3 does not occur through its regulation of *SCR*. Model predictions propose an unknown repressor activated by AN3 that is able to control *CYCD6;1* expression. Overall, we modelled systemic behaviour and predicted SCR, SHR, WOX5, AN3 and CYCD6;1 cell-type-specific protein concentrations as well as QC and CEI division dynamics.

**Figure 5.**
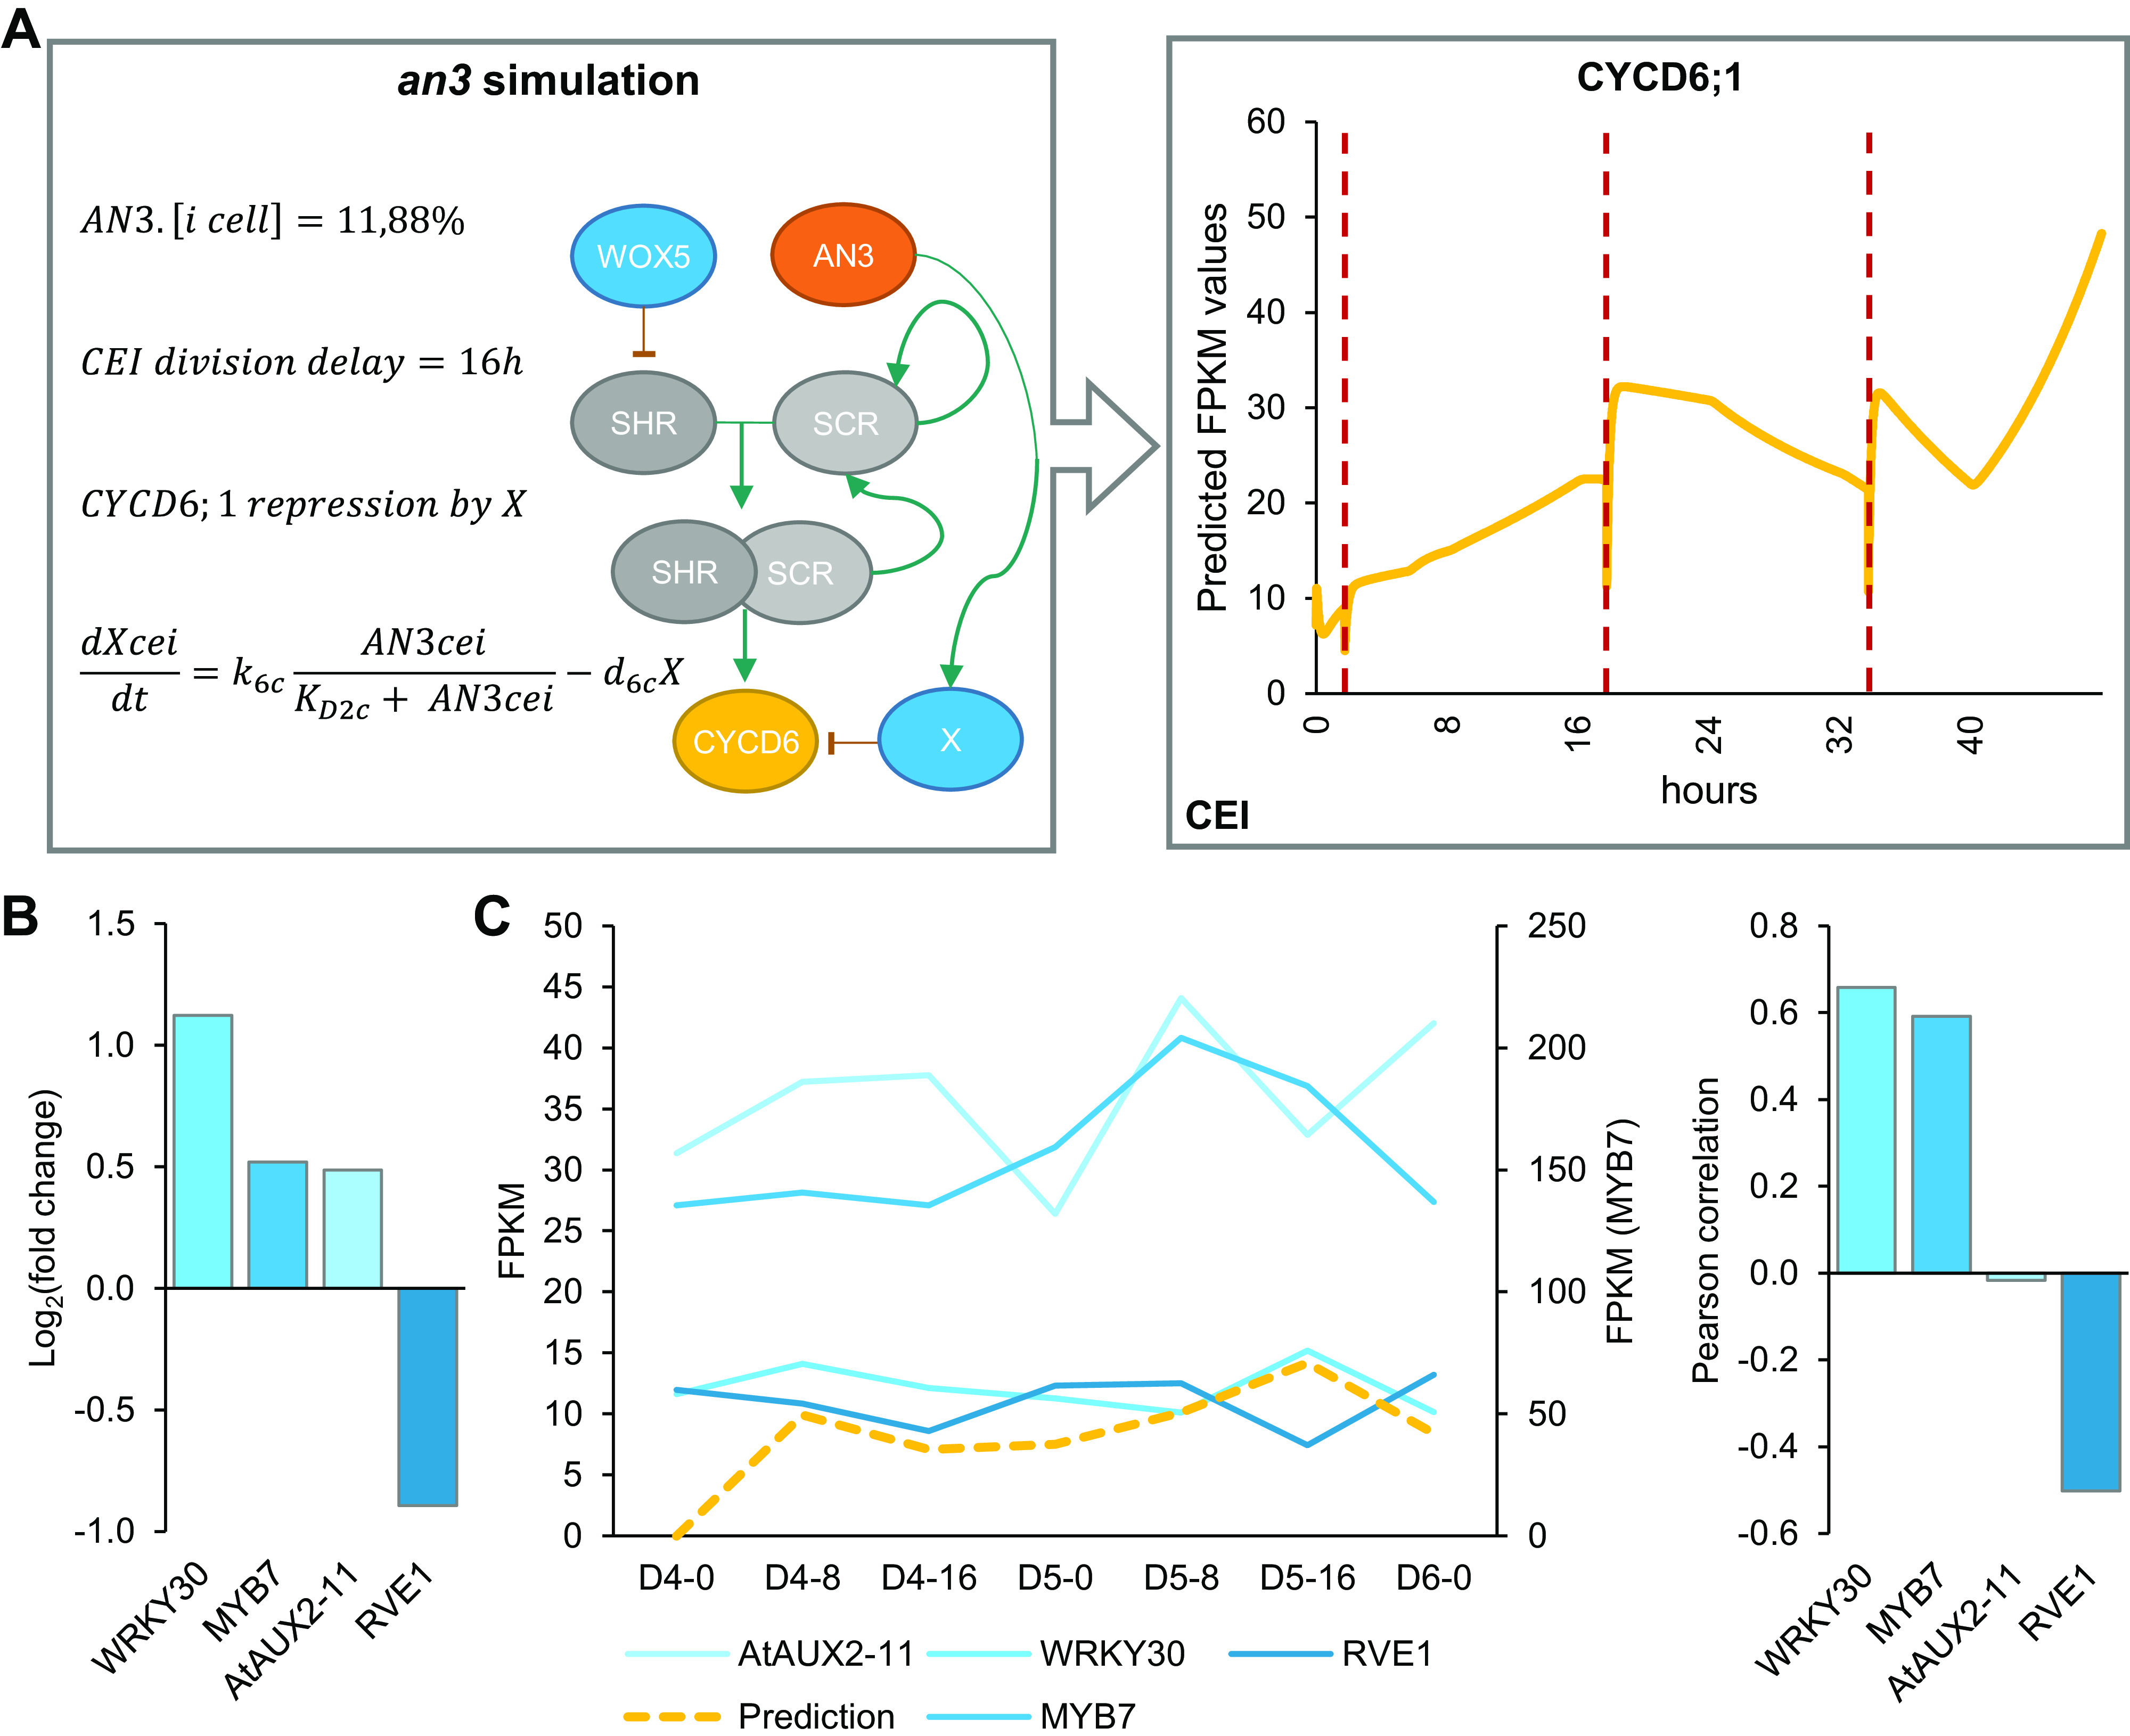
Mathematical modeling of CEI behaviour in the angustifolia 3 (*an3*) mutant background. (a) Left panel indicates the modifications made to the model. Right panel shows the *CYCD6;1* expression during the *an3* simulation in the cortex endodermis initial (CEI) agent. Red dotted lines indicate a division. (b) The expression values of transcriptional repressors within the *an3* transcriptome dataset identified through overlap with the TOPLESS interactome. (c) The expression of the four identified transcriptional repressors in the *an3* mutant within the stem cell time course (left) and Pearson correlation with the model predicted FPKM (fragments per kilobase per million mapped reads) values (right).

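Among the repressors found through the TOPLESS interactome, *IAA4* (AT5G43700, chromosome 5), named *AtAUX2-11* in the paper, was higher in *an3* root tips and *RVE1* (AT5G17300, chromosome 5) was lower. *IAA4*, an auxin response repressor, went from 18.1 to 25.4 FPKM (log2 ratio 0.48), with a q of 0.0202 in the authors' deposited table. *RVE1*, a MYB-like gene of the morning phase of the circadian clock, went from 5.09 to 2.74 FPKM (log2 ratio -0.87), with a q of 0.00206 in the authors' deposited table. Of the 21 tested auxin response and transport genes, *IAA4* and *LBD16* were higher and none was lower (2 higher when adjusted over the list alone; adjusted p = 0.63 from Fisher's exact test), and *LBD16* had a log2 ratio of 1.01. *IAA33*, at 3.76 FPKM in Col, had a log2 ratio of -1.27 and a q of 0.222 in the authors' deposited table. *RVE1* is 1 of 17 circadian clock genes, of which 4 were lower and 3 higher (6 lower and 4 higher when adjusted over the list alone; adjusted p = 0.00050 from Fisher's exact test). The lower ones were the morning genes *CCA1*, from 4.89 to 0.847 FPKM, *LHY*, from 6.12 to 1.55 FPKM, and *PRR9*, from 2.19 to 0.688 FPKM, together with *RVE1*. The higher ones were *PRR7* and the evening genes *ELF4*, from 105.9 to 184.6 FPKM, and *FKF1*, with a log2 ratio of 1.05. With 1 FPKM added in place of 0.1, the log2 ratio was -1.67 for *CCA1* and -0.92 for *PRR9*. Clock outputs outside the list had a median log2 ratio of -0.54 over 5 morning genes and 0.54 over 3 evening genes, and the time of collection is not given in the sources used here. From the overlap of the called transcription factors with the TOPLESS interactome, the correlation of *WRKY30* and *MYB7* with the model prediction and their binding by AN3 in an earlier chromatin experiment, the paper proposes *WRKY30* or *MYB7* as the repressor that AN3 activates. The correlations and the binding data were not analysed here.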

## 3. Discussion

Plants are multi-scale systems, in which cellular processes, such as the divisions of cells, occur at a different timing than molecular processes, such as Figure 6 protein movement. To understand these multi-scale systems and connect molecular dynamics with phenotypic changes, models that take into account multiple scales are becoming increasingly important. We have proposed an ODE and agent-based hybrid model that allows for the exchange of information across biological scales, from a molecular scale (i.e., regulatory interactions at single cell level) to a cellular scale (i.e., division of stem cells). As such, protein abundances have a direct influence on cell divisions and vice versa. Additionally, the cell divisions within the model could be triggered by the expression dynamics of regulatory networks within each cell.

**Figure 6.**
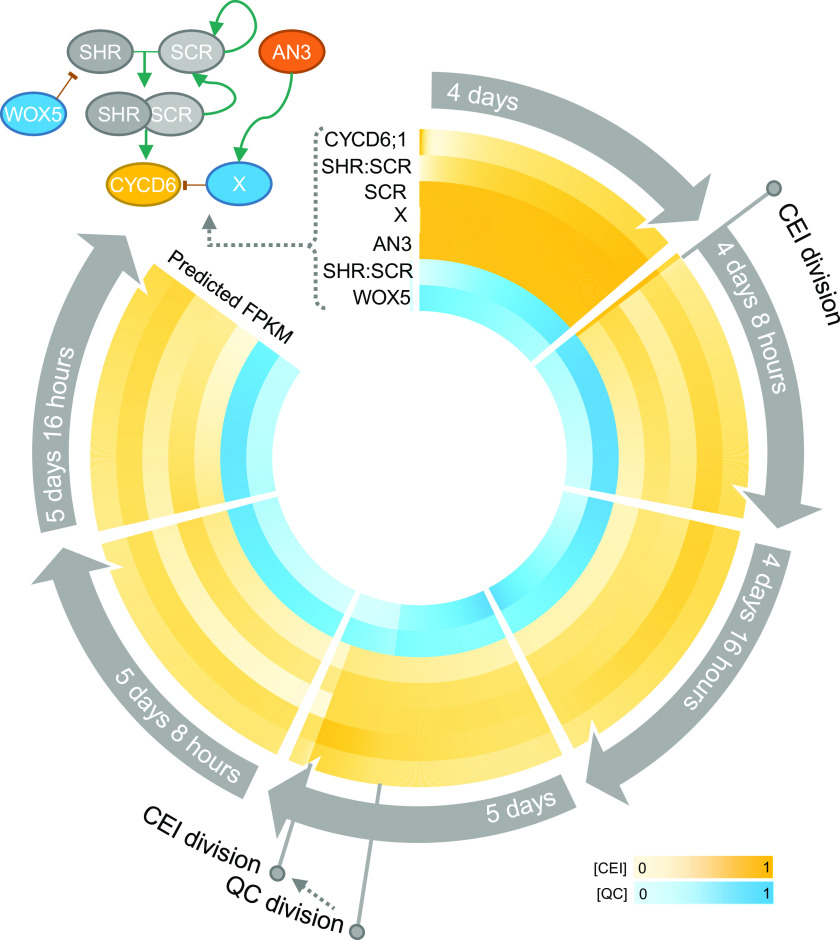
Overview of stem cell division dynamics. Circular heatmap of the predicted scaled FPKM values of *WOX5*, *SHR/SCR*, *AN3*, CYCD6;1-repressor *X*, *SCR*, and *CYCD6;1* over time from 4-day-old roots up to 6-day-old roots. The yellow and blue shades are predicted FPKM values in the cortex endodermis initial (CEI) and the quiescent center (QC), respectively. CEI and QC divisions are marked upon the heatmap. On the left of the circular heatmap, a network with the known and predicted regulatory interactions between these key proteins is drawn. Green and red arrows represent activation and repression, respectively.

In the Arabidopsis root SCN, the different stem cell types and the QC are positioned in a highly regular and well-characterized organization. The asymmetric divisions of these organized stem cells form all cell- and tissue-types of the Arabidopsis root and are controlled by dynamic, yet robust, regulatory signalling mechanisms. Several TFs have been identified in a cell-type specific context to regulate stem cell divisions. For example, SHR and SCR are known to activate *CYCD6;1* in the CEI (Sozzani et al., 2010) and, in this study, we propose a non-cell autonomous function for WOX5 in the regulation of CEI divisions. We cannot exclude that auxin is also involved in regulating CEI divisions, as the presence of an auxin maximum in the root correlates with and positively influences *CYCD6;1* expression in the CEI (Cruz-Ramírez et al., 2012). Accordingly, it has been shown that treating plants with auxin results in an extended *CYCD6;1* expression and the presence of additional periclinal divisions (Cruz-Ramírez et al., 2012). However, the function of key proteins, such as WOX5 and SHR, on a system-level scale is unknown and key questions remain: How do key regulatory proteins coordinately regulate stem cell divisions? What set of rules and parameters govern these complex systems? In this study, we have used a multi-scale hybrid model to advance research that aims to connect molecular dynamics with phenotypic changes. The connection between regulatory inputs and cellular behaviour, such as cell division, is highly complex and requires computational models to generate and test hypotheses about the rules governing these cellular behaviours. The hybrid model allowed us to describe complex systemic behaviour by combining: (a) discrete agent-based modeling aspects to incorporate cell-specificity and allow for cell divisions through simple rules and (b) continuous ODE models to describe the expression dynamics of the included proteins (Figure 6). Including interactions between agents/cells is critical to fully address system-level problems and replicate observable behaviours. Questions about how mobile proteins affect phenotypic changes can be addressed by instructing agents/cells to communicate effectively in a model. To note, this model is not attempting to simulate and predict the division plane or direction. The ODE and agent-based hybrid model includes short range signals allowing for cell-to-cell communication. The mobile proteins, WOX5 and SHR, non-cell-autonomously regulate the expression of downstream proteins in specific cell types and allow for the communication between these cell types. WOX5 proteins can move to the neighbouring vascular initials and CEI cells and SHR proteins move to the QC, CEI and endodermal cells. Scanning FCS was used to quantify the diffusion coefficient of WOX5 and SHR to include into the model (Supplemental Table 7) (Clark et al., 2016; Clark, Van den Broeck et al., 2020). As such, the model predicted an additional CEI division in *wox5* mutant as a result of the non-cell-autonomous regulation of *SHR* by WOX5 in the vascular initials and the movement of SHR to the CEI. Importantly, the inclusion of cell-to-cell communication into the model was crucial to accurately model stem cell division dynamics and contributed towards a better understanding of the rules underlying cellular behaviour (Figure 6).

Overall, our computational models and approach were aimed at making predictions about the rules of stem cell divisions that lead to testable hypotheses and assist in making future decisions. Accordingly, since the model suggested that the CEI-specific role of AN3 was not established through the regulatory interaction with SCR, we implemented a transcriptional repressor regulated by AN3, a non-intuitive aspect, to simulate the additional CEI divisions as found in an *an3* background (Figure 6). Four candidate transcriptional repressors (Causier et al., 2012) downstream of AN3 and upstream of *CYCD6;1* were proposed based on transcriptome analysis, of which *WRKY30* and *MYB7* showed the highest correlation with model predictions and were identified as a downstream target of AN3 in a TChAP experiment (Vercruyssen et al., 2014). Even though, since this is outside the scope of the study, the roles of these four TFs in regulating stem cell division within the SCN remain elusive, our integrative multi-scale model allowed us to both (a) predict cellular behaviour in normal conditions and (b) capture CEI division dynamics in response to perturbations. Thus, by combining continuous models to describe cell-specific regulatory networks and agent-based rules, systemic behaviour was modelled and led to a deeper understanding of the regulatory rules governing cell division.

## 4. Materials and methods

### 4.1. Plant material and growth conditions

The *wox5* and *an3* loss-of-function lines, pAN3:AN3-GFP, 35S-AN3-GFP, pWOX5:WOX5-GFP, *wox5* x pWOX5:WOX5-3xGFP, pCYCD6;1:GUS-GFP and *wox5* x pCYCD6;1:GUS-GFP are previously described in various studies (Berckmans et al., 2020; Clark, Fisher, et al., 2020; Ercoli et al., 2018; Sozzani et al., 2010; Vercruyssen et al., 2014). *an3* x pCYCD6;1:GUS-GFP was generated by crossing *an3* with pCYCD6;1:GUS-GFP. Homozygous plants were selected by PCR using the SALK LB primer and the AN3-specific oligos 5'-ATTACGACACAACTTGGAGCC-3' and 5'-TTTGTGGTCCGAAACAACATC-3'. All lines were upscaled with their corresponding wild type.

For imaging and root growth assays, seeds were dry sterilized using fumes produced by a solution of 100% bleach and 1M hydrochloric acid. The seeds were plated on square Petri dishes with solid (10 g/L agar, Difco^TM^) 1X MS (Murashige and Skoog) medium supplemented with 1% sucrose and stratified for 2 days at 4°C. The plates were grown vertically at 22°C in long-day conditions (16-hrs light/8-hrs dark) for 4, 5, 6, or 7 days as indicated in the figures. At least three biological replicates of 10–20 plants were performed for the root growth assays and confocal images. The different lines were always grown together on one plate with the appropriate control line. For RNAseq experiments, seeds were wet sterilized using 50% bleach, 100% ethanol and water. Seeds were imbibed and stratified for 2 days at 4°C. Next, the seeds were plated with high density on Nitex mesh squares on top of solid 1X MS medium with 1% sucrose. Seeds were plated and grown vertically at 22°C in long-day conditions.

### 4.2. Root growth assays

At 3, 4, 5, 6 and 7 days, the primary root length was marked. At 7 days, a picture of the marked square plates was taken and the root length was measured using the software program ImageJ version 1.45 (National Institutes of Health; http://rsb.info.nih.gov/ij/). For the statistical analysis of the root growth assays, Student’s *t*-tests were performed on the average of each biological replicate.

### 4.3. Confocal imaging, pair correlation function analysis and number and brightness

Confocal microscopy was conducted using a Zeiss LSM 710 or 880 on 4-, 5-, or 6-day-old root tips. The 488 nm and 570 nm lasers were used for green and red channel acquisition, respectively. Propidium iodide (10 μM, Calbiochem) was used to stain cell walls and mPS-PI (modified pseudo-Schiff-PI) staining was used to visualize starch granules. For the N&B acquisition, 12-bit raster scans of a 256 × 256 pixel region of interest were acquired with a pixel size of 100 nm and a pixel dwell time of 12.61 μs as described in Clark et al., 2016; Clark & Sozzani, 2017. For pair correlation function (pCF) acquisition, 100,000 12-bit line scans of a 32 × 1 pixel region of interest were acquired with a varying pixel size and a pixel dwell time of 8.19 μs as described in Clark et al., 2016; Clark & Sozzani, 2017. Heptane glue was used during N&B and pCF acquisition to prevent movement of the sample as described in Clark et al., 2016; Clark & Sozzani, 2017.

Analysis of confocal images for CTCF measurements was performed as described previously (Clark et al., 2019). Analysis of the raster scans acquired for N&B and the line scans for pCF was performed using the SimFCS software (https://www.lfd.uci.edu/globals/). For N&B, the 35S:GFP line was used to normalize the background region of the image (S-factor of 2.65) and determine monomer brightness (brightness of 0.26). A 128 × 128 region of interest was used on all images to measure oligomeric state specifically in the QC. For pCF, each line scan image was analysed with three different pixel distances (8, 10 and 12, or 7, 9 and 11) in both a left-to-right (movement from QC to CEI) and a right-to-left scanning direction (movement from CEI to QC). For each technical replicate of a line scan image, a qualitative Movement Index (MI) was assigned based on the detection of movement in the carpet (arch pattern, MI = 1) or not (no arch pattern, MI = 0) (Clark et al., 2016; Clark & Sozzani, 2017). The technical replicates were then averaged for each biological replicate. The pWOX5:WOX5:GFP images were analysed separately in both directions.

### 4.4. RNAseq analysis and network inference

300–500 mg of pWOX5:erGFP, pCYCD6:GUS-GFP and *wox5*xpCYCD6:GUS-GFP seeds were wet sterilized and plated for each of the four biological replicates. After 5 days of growth, approximately 1 mm of the root tip was collected and protoplasted as described (Birnbaum et al., 2005). GFP positive and negative cells were collected using a MoFlo cell sorter into a vial containing a solution of beta-mercaptoethanol and RLT buffer. RNA was extracted using the Qiagen RNeasy Micro kit. Libraries were prepared using the SMART-Seq v3 Ultra Low RNA Input Kit for Sequencing and the Low Library Prep Kit v1 from Clontech. For the *an3* RNAseq experiment, ∼5 mm of *an3* and WT root tips were collected for each of the three biological replicates. RNA was extracted using the Qiagen RNeasy Micro kit and libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England BioLabs). All libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads.

Gene expression analysis of raw RNA-seq data and subsequent GRN inference was performed using the TuxNet interface (Spurney et al., 2019). Specifically, TuxNet uses ea-utils fastq-mcf (Aronesty, 2011; 2013) for pre-processing, hisat2 (Kim et al., 2015) for genome alignment and Cufflinks (Trapnell et al., 2012) for differential expression analysis. To infer a gene regulatory network (GRN) and predict the causal relationships of genes regulating CEI identity, DEGs were identified using FDR < .05 as our selection criteria, when performing pairwise comparisons between GFP negative cells from pWOX5:erGFP and GFP positive cells from pCYCD6:GUS-GFP or *wox5* x pCYCD6:GUS-GFP. Within the TuxNet interface, RTP-STAR (Regression Tree Pipeline for Spatial, Temporal and Replicate data) was used for all network inference. The pipeline consists of three parts: spatial clustering using the *k*-means method, network inference using GENIE3 and edge sign (activation or repression) identification using the first-order Markov method. TuxNet is available at https://github.com/rspurney/TuxNet and video tutorials regarding installation, analysis and network inference are freely available at https://rspurney.github.io/TuxNet/. The network was visualized in Cytoscape® 3.8.0 (Shannon et al., 2003).

### 4.5. Node impact analysis

Each node from the network receives a weight between 1 and 2:
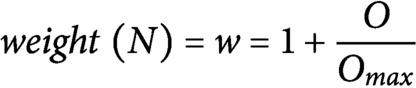

Nodes with a high outdegree (O) are considered to be more impactful within the network and will thus receive a high weight. The impact of a node within the network topology is calculated based on the weighted first neighbours:
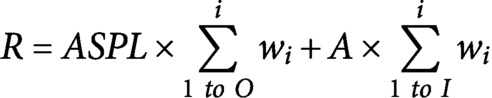

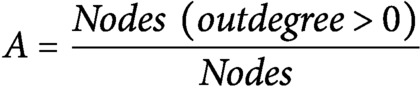

where 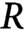 = Robustness, 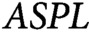 = Average Shortest Path Length, 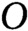 = outdegree and 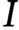 = indegree. A scale-free network will have a low 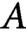, while a scale-rich network will have a high 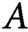, allowing for the indegree to contribute more to the impact of a node. Because the first neighbours are weighted in regards to their outdegree, genes with a lower outdegree can still have a large impact if its neighbours have a high outdegree and the gene is thus centrally located. Genes with a large number of cascading targets that are two or more nodes away will have a higher ASPL and thus a higher scaled outdegree weight, accurately reflecting the hierarchical importance of the source gene itself and its first neighbours targets.

### 4.6. Shiny app: node analyzer

To calculate necessary network statistics such as outdegree and indegree in Cytoscape® 3.8.0 (Shannon et al., 2003), select Tools -> Analyze Network, check the Analyze as Directed Graph if applicable, and then press OK to perform the analysis. To export node and edge files from Cytoscape, select File -> Export -> Table to File, and then choose default edge or default node in the ‘Select a table to export’ dropdown. Press OK to export each file. Import the node and edge table files into the corresponding prompts (Figure 2c) and press the Run Analysis button to calculate impact scores. Results can be downloaded as a table using the Download Results button. In addition to the impact scores, the application renders three plots for visualization: one plot with the impact score for each gene and two histograms with the indegree and outdegree.

The Node Analyzer user interface can be accessed online at https://rspurney.shinyapps.io/nodeanalyzer/ or ran through R with scripts freely available at https://github.com/rspurney/NodeAnalyzer. Example datasets are also available via the GitHub link.

### 4.7. Ordinary differential equations, parameter estimation, and sensitivity analysis

ODEs were developed to model the dynamics of CYCD6;1, its upstream regulators SHR and SCR, WOX5 and AN3 in three different cell types: endodermal cell, CEI, and QC. The regulatory interactions between these five proteins were modelled using Hill equation dynamics and SHR/SCR complex formation is modelled using mass-action kinetics. SHR and WOX5 diffusion are modelled using a linear term for gradient-independent diffusion. All proteins are assumed to have a linear degradation term. We modelled transcriptional regulation and protein expression in the same equation.

1. **SHR**; for the upstream regulation of *SHR* in the vasculature, the repression by WOX5 was included (top equation) (Clark, Fisher, et al., 2020).
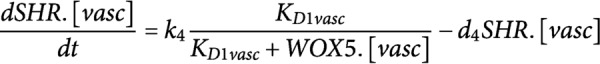
2. **SCR**; for the upstream regulation of *SCR* expression, we included the autoactivation by SCR itself (Cruz-Ramírez et al., 2012; Heidstra et al., 2004), the activation by the SHR/SCR complex (SSC) (Heidstra et al., 2004) and the activation by AN3 (Ercoli et al., 2018). Each one of these regulations was assumed to be sufficient to induce *SCR* expression.
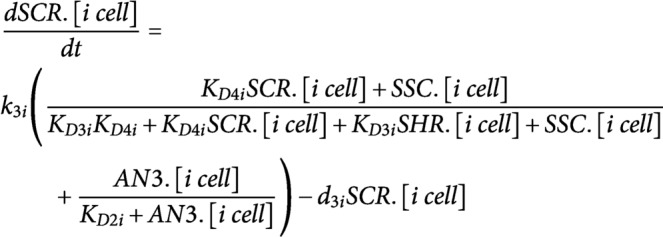
3. **WOX5**; the production of WOX5 was assumed to be time-dependent as this produces the best model fit to the experimental data (top equation) (Clark, Fisher, et al., 2020).
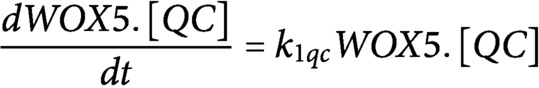
4. **AN3**; the production of AN3 was assumed to be time-dependent as this produces the best model fit to the experimental data.
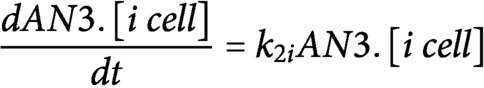
5. **CYCD6;1**; for the upstream regulation of *CYCD6;1* expression, we included the activation by the SHR/SCR complex (SSC) (Sozzani et al., 2010).
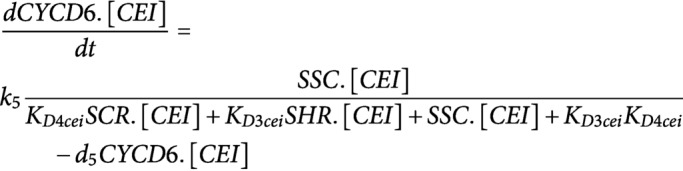

It was shown that the different oligomeric forms and stoichiometries of SHR, SCR and the SHR/SCR complex show a similar expression pattern (Clark, Fisher, et al., 2020). As such, the SHR and SCR oligomeric forms were modelled as one variable.

The interaction between the different agents/cell types is modelled using mass-action kinetics. The state change following division is modelled using simple agent-based rules. To simulate division of an agent, the capacity of the cell doubles, subsequently halving all proteins present.

1. The cell types interact with each other through the movement of the regulatory proteins SHR and WOX5. The amount of SHR in the other cell types was determined by the movement of SHR (top equation). The amount of WOX5 in the vasculature was determined by the movement of WOX5 from the QC (bottom equation) (Figure 1).
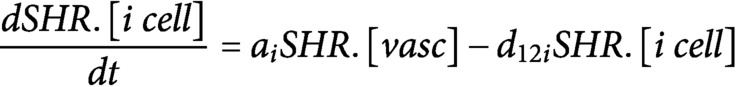

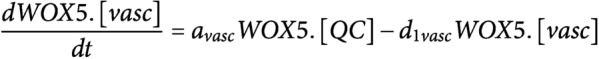

1. It was shown that the division of the QC cell correlates with the expression of WOX5 and the SHR/SCR complex (SSC) (Clark, Fisher, et al., 2020).
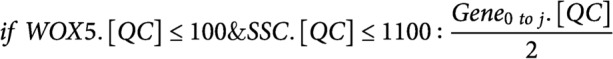
2. We assumed that the division of the CEI cells is dependent on the expression of CYCD6;1 (Sozzani et al., 2010).
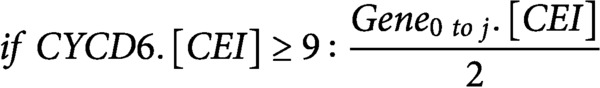

For the sensitivity analysis, the total Sobol effect index was calculated for each parameter value (Saltelli et al., 2010; Sobol', 2001). Parameter values were randomly sampled using Monte Carlo sampling to obtain 150 different values for each parameter. This analysis was repeated for 10 technical replicates. As such, for each parameter 170 (10 replicates × 17 ODEs) total Sobol effect indices were obtained. For each ODE and replicate, the sensitivities were rescaled between 0 and 1 and then averaged across the 17 ODEs. The obtained averaged sensitivities for each replicate were again averaged to retrieve the total Sobol effect index per parameter (Supplemental Table 4). The sensitive parameters were chosen as the parameters that had significantly higher Sobol indices than the lowest scoring parameter (K_D2_qc) using a Student’s *t*-test (*p* < .01).

To estimate the sensitive parameters, the model was fitted onto extrapolated cell-type specific time course expression data (Supplemental Table 5). To generate this cell-types specific time course expression data, FPKM (fragments per kilobase per million mapped reads) values in the QC, CEI and vascular initials at 5 days were obtained from Clark et al., and the endodermis-specific FPKM values at 5 days were obtained from Li et al (Clark et al., 2019; Li et al., 2016). Using the fold changes of a time course dataset from the root stem cell niche every 8 hours from 4 to 6 days (Clark et al., 2019) and the FPKM values at 5 days for the specific cell types, we were able to extrapolate cell-type specific time course expression values (Supplemental Table 5). Simulated annealing and Latin hypercube sampling as described in (Clark, Fisher, et al., 2020) produced 40 sets of parameter estimates (Supplemental Table 6). The average of these parameter estimates was used for the model simulations. The remaining sensitive parameters were set to a constant value from the corresponding estimated parameter in Clark, Fisher, et al., 2020. The value of non-sensitive parameters was selected based on similar values of the model described in Clark, Fisher, et al., 2020. The production terms for WOX5 (k1_qc) and AN3 (k2_qc, k2_cei and k2_endo) were set to a constant value at each time point to minimize the error between the model and the time course expression data. The diffusion coefficients of SHR (a_qc and a_cei) and WOX5 (b_qc) were experimentally determined from RICS experiments (Supplemental Table 3) (Clark, Fisher, et al., 2020).

The following changes were made in the regulatory network underlying the CEI divisions to reflect the *an3* loss-of-function in the hybrid model:

1. **Factor X**; for the upstream regulation of the unknown repressor X in the CEI agent, the activation by AN3 was included.
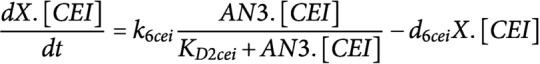
2. **CYCD6;1**; for the upstream regulation of *CYCD6;1* expression, we added the repression of factor X in addition to the activation by the SHR/SCR complex (SSC) (Sozzani et al., 2010).
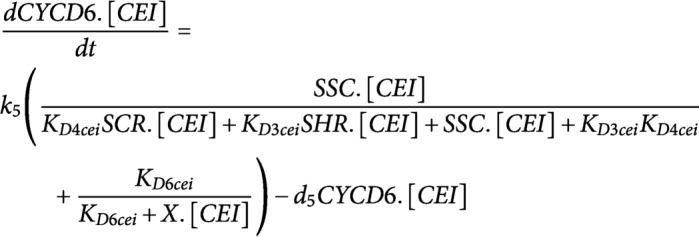
3. **SCR**; for the upstream regulation of *SCR* expression in the CEI and endodermal agent, we included the autoactivation by SCR itself (Cruz-Ramírez et al., 2012; Heidstra et al., 2004), the activation by the SCR-SHR complex (Heidstra et al., 2004) and removed the activation by AN3 (Ercoli et al., 2018).
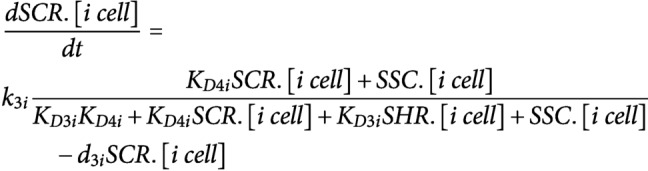
4. To avoid uncontrollable division within the CEI, the CEI agent was subjected to an additional rule that ensured a minimum time of 16h between successive divisions (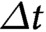).
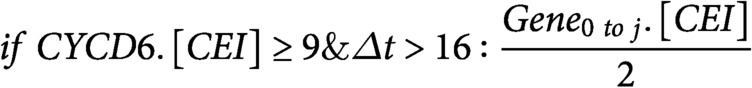

Four existing parameters (k3_endo, d3_endo, k3_cei and k5_cei) and two new parameters (k6_cei and d6_cei) were re-estimated in the same manner as described above and produced 20 sets of parameter estimates (Supplemental Table 8). For the remaining parameters, the same value as the initial hybrid model was used.

All parameters for the initial and adjusted model are listed in supplemental Table 7. To simulate the hybrid models, the initial values were set as the 4D FPKM values from the extrapolated time course data. For factor X, the SHR/SCR complex, and very lowly expressed genes (e.g., WOX5 in the vascular initials) the initial value was zero. To simulate *wox5* loss-of-function, the initial value of WOX5 was set to 0.47% (Supplemental Figure 7). To simulate *an3* loss-of-function, the initial value of AN3 in all three agents was set to 11.88% (Supplemental Figure 7). ODE45 was used as the ODE solver within SimBiology.

## Data Availability

All sequencing data are available on GEO at: - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155462 - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155463 MATLAB code used for the hybrid model is available at https://github.com/LisaVdB/Hybrid_model_CEI_division. R-code used to develop the Shiny application is available at https://github.com/rspurney/NodeAnalyzer.

## Supplementary material

For supplementary material accompanying this paper visit https://doi.org/10.1017/qpb.2021.1. click here to view supplementary material

# Supplementary material for: A hybrid model connecting regulatory interactions with stem cell divisions in the root
**Source:** Quant Plant Biol. 2021 Apr 12;2:e2. doi: 10.1017/qpb.2021.1
**Supplement:** Supplementary file 1

| Parameter | Biological meaning | Value | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | QC | CEI | Endodermis | Vascular initial |
| k8 | SHR-SCR production rate | 5.00  (Clark et al., 2020) | 5.00  (Clark et al., 2020) | 5.00  (Set to fix value) | Not produced |
| k5 | CYCD6;1 production rate | Not produced | 25000.00  (Set to fix value) | Not produced | Not produced |
| k4 | SHR production rate | Not produced | Not produced | Not produced | 6850.56995  (Estimated) |
| k3 | SCR production rate | 268.57  (Clark et al., 2020) | 77.86  (Clark et al., 2020) | 20186.461  (Estimated) | Not produced |
| k2 | AN3 production rate | Time dependent | Time dependent | Time dependent | Not modeled |
| k1 | WOX5 production rate | Time dependent | Not produced | Not produced | Not produced |
| K_D4 | Dissociation constant for SHR | 1000.00  (Clark et al., 2020) | 1000.00  (Clark et al., 2020) | 1000.00  (Set to fix value) | Not modeled |
| K_D3 | Dissociation constant for SCR | 600.00  (Clark et al., 2020) | 600.00  (Clark et al., 2020) | 600.00  (Set to fix value) | Absent |
| K_D2 | Dissociation constant for AN3 | 500.00  (Set to fix value) | 500.00  (Set to fix value) | 1000.00  (Set to fix value) | Absent |
| K_D1 | Dissociation constant for WOX5 | Not modeled | Not modeled | Not modeled | 3.00  (Clark et al., 2020) |
| d8 | SHR-SCR degradation rate | 0.50  (Clark et al., 2020) | 0.883631329  (Estimated) | 45.4204051  (Estimated) | Not produced |
| d5 | CYCD6;1 degradation rate | Not produced | 7.962335  (Estimated) | Not produced | Not produced |
| d4 | SHR degradation rate | 259.9675969  (Estimated) | 130.8429372  (Estimated) | 109.0219895  (Estimated) | 12.26685298  (Estimated) |
| d3 | SCR degradation rate | 1.00  (Clark et al., 2020) | 0.50  (Clark et al., 2020) | 38.94783205  (Estimated) | Not produced |
| d1 | WOX5 degradation rate | Time dependent | Not modeled | Absent | 397.0117125  (Estimated) |
| A | Cell area | 45.27 µm^2^ | 61.29 µm^2^ | 53.35 µm^2^ | 31.36 µm^2^ |

D_SHR_ (vasc to QC) = 1.73 µm^2^/sec, D_SHR_ (vasc to CEI/endo) = 2.45 µm^2^/sec, D_WOX5_ (QC to vasc) = 11.0418 µm^2^/sec

a_SHR_ (vasc to QC) = 3.3099 /min, a_SHR_ (vasc to CEI/endo) = 4,6875 /min, a_WOX5_ (QC to vasc) = 14,6346 /min

Re-estimation of four former and two new parameters for the second model:

| Parameter | Biological meaning | Value | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | QC | CEI | Endodermis | Vascular initial |
| k3 | SCR production rate | 268.57  (Clark et al., 2020) | 318.56  (Estimated) | 8449.07  (Estimated) | Not produced |
| k6 | Repressor X production rate | Not modeled | 2803.75  (Estimated) | Not modeled | Not modeled |
| K_D6 | Dissociation constant for repressor X | Not modeled | 0.002  (Set to fix value) | Not modeled | Not modeled |
| d3 | SCR degradation rate | 1.00  (Clark et al., 2020) | 0.50  (Clark et al., 2020) | 11.44  (Estimated) | Not produced |
| d5 | CYCD6;1 degradation rate | Not produced | 5.85  (Estimated) | Not produced | Not produced |
| d6 | Repressor X degradation rate | Not modeled | 80.08  (Estimated) | Not modeled | Not modeled |

How the deposited data were processed for this re-analysis (not part of the article)

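The RNA-seq data of the *an3* experiment were analysed, with 3 *an3* samples and 3 wild-type Col samples, each of root tips of about 5 mm from 5-day-old seedlings. The labels call the 3 samples of a genotype biological replicates. The cell-sorted transcriptomes, the time course and the simulations of the paper were not analysed here.

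The authors made the deposited table with TuxNet, which trims reads with ea-utils fastq-mcf, aligns them with HISAT2 and tests with Cufflinks. The versions of these tools, the genome build and the annotation are not given in the sources used here. The deposited FPKM values are the authors' Cufflinks estimates, with 1 value per genotype for the 3 samples together. The deposited log2 fold change is the authors' ratio of *an3* over Col. It equals the log2 ratio of the deposited FPKM values within 0.01 except in 2 rows, and holds the placeholder 65535 in 1499 rows where one group is listed at 0. The deposited q-value is the authors' adjusted p-value, and it is 1 for rows that were not tested. The values of single samples and read counts are not part of the table, so no test between replicates, no SD and no confidence interval for a gene was computed, and the depth per sample is unknown. The FPKM columns sum to 833287 for Col and 869161 for *an3*. Since FPKM estimates assign reads shared by similar genes, values of near-identical copies are uncertain, and it is not known whether the counting used strand.

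The following was computed from these columns with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The reduction of *AN3* was 100 times 1 minus the ratio of the 2 FPKM values. Log2 ratios used a pseudocount of 0.1 FPKM. Rows were called at a q under 0.05, by the authors' q-value. The enrichment of called rows in each of 18 gene lists was tested with a two-sided Fisher's exact test against the 17040 rows with a q under 1, with each locus of a row counted and *AN3* left out, and adjusted by Benjamini-Hochberg over the lists. The lists hold GIF and GRF genes, SWI/SNF subunits, stem cell niche regulators, D-type cyclins and CDK inhibitors, G2/M genes, S-phase genes, auxin genes, cytokinin genes, clock genes, defence and stress genes, phenylpropanoid genes, iron deficiency genes, markers of root hair and epidermis, Casparian strip, suberin, vascular tissue and root cap, and photosynthesis genes. The median log2 ratio over members with a mean of at least 1 FPKM was ranked among 10000 random lists matched on mean expression in 20 bins. For counts adjusted over a list alone, p-values were recovered from the q-values as q times rank over the number of tests, taking the rows with a q under 1 as the tests. Their recovery was chosen after the table had been opened.

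The list tests were tested on simulated data of 17229 rows for *an3* against Col. A planted list of 15 with 6 called members had a p of 1.0e-08 from Fisher's exact test, and a list raised by a log2 ratio of 1 had a median of 0.94. Of 500 random lists, 1.2% had a p under 0.05, and the medians of 6% lay outside the 2.5th to 97.5th percentile. The simulated rows were independent and a smaller share of them was called than in the data. These rates therefore do not carry over to lists of related genes. Among simulated q-values for 17040 rows, 100% of the p-values at a q under 0.05 were recovered within 1%. The 414 calls before and 414 after the recovery are equal by construction, since both steps used the same number of tests.

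Genes are named by a rule fixed in advance, although the top rows of the paper's Supplemental Table 9 had been seen by then. The rule takes every gene the study names, the 10 genes with the highest and the 10 with the lowest log2 ratio among called rows of 1 locus with at least 5 FPKM in the higher group, and up to 4 called members of each list with the largest absolute log2 ratio. *ERF6*, *PRR7*, *ELF4* and other genes outside the rule were chosen after their values were seen. Gene names were taken from the TAIR10.1 names table, which matched 97.8% of the loci. No coordinates are printed, since the build behind the table is not known.

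The alternatives fixed in advance were other pseudocounts, a rescaling that sets the median ratio to 1, other thresholds on q, on the size of the change and on low values, another background and other treatments of rows with several loci. A value without a test was taken as moved when its ratio of *an3* over Col changed by over 1.5-fold, since no replicate spread is known. A fit per replicate, leaving out each replicate and a replicate block had been planned for the case of values per sample and were not run. The number of transcription factors among the called genes was not computed, because no list of transcription factors was used here.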

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

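The tests of shoot tissue, mature tissue and scaling were chosen after the values were seen, as were the list of unfolded protein response genes, the members named from it and *RCA*, *PSAG* and *PETC*. The tests of clock outputs and heat shock genes were written before those genes were looked at. The groups below were singled out because genes the paper does not discuss differ from the Col samples.

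Unfolded protein response genes, which code for chaperones and quality control factors of the endoplasmic reticulum, were higher in *an3*. Of 29 tested members, 22 were called higher and none lower (Fisher's exact test, p = 7.2e-22). Of the 21 tested members that had not been noticed before the list was written, 14 were higher (Fisher's exact test, p = 4.3e-13). The first p includes 8 members noticed because they were higher, so it partly counts their own selection. The pathway itself was chosen from these data, and neither p was adjusted. *BIP3* went from 0.548 to 4.74 FPKM, *TIN1* from 3.75 to 17.1 FPKM, *ATERDJ3A* from 9.18 to 32.8 FPKM and *CNX1* from 299.8 to 429.3 FPKM. The deposited values were already normalized to library size, which tends to centre the ratios, so they cannot test that normalization itself. A scaling difference left in all rows is argued against by the median log2 ratio of rows with a mean of at least 1 FPKM. It was -0.0034, against 0.60 for these genes and 0.48 for the 21 not noticed before. Both medians lay at percentile 100 among random lists matched on expression. Heat during growth or collection is argued against by 9 measured cytosolic heat shock genes, whose median log2 ratio was 0.080 with none called. An effect of the *an3* mutation, another stress of the endoplasmic reticulum and a difference in growth between the sets of seedlings stay open, and none of them was tested.

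Of the circadian clock genes, 7 were called, with *CCA1*, *LHY*, *PRR9* and *RVE1* lower and *PRR7*, *ELF4* and *FKF1* higher in *an3*. Sampling at another time of day would move the outputs of the clock along with it. In clock outputs outside the list, 4 of 5 measured morning genes had a log2 ratio under 0, of which *LNK1* and *CDF3* were called, all 3 evening genes lay above 0, of which *GRP7* and *GRP8* were called, and the median log2 ratio of the morning genes lay -1.08 from that of the evening genes. A different time of day at collection may therefore contribute, and a shift of the clock by the *an3* mutation predicts the same values. The times of collection are not given in the sources used here, and this limit also applies to *RVE1*, a morning gene.

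Of 11 tested root hair and epidermis markers 4 were called, of 9 iron deficiency response genes 4 and of 6 photosynthesis genes 3, all of the called ones lower in *an3*. Less mature tissue in the *an3* tips would raise the share of the meristem. The paper reports longer roots in *an3* and cites a larger root meristem in the triple mutant of *AN3*, *GIF2* and *GIF3*, which was not sequenced here. The median log2 ratio of 35 S-phase and G2/M genes was -0.049. The 95% bootstrap interval of this median over the genes ran from -0.16 to 0.070, so the set as a whole shows no clear rise. Its members go both ways, with an SD of 0.25, and are not independent, so a small rise is not excluded. Other tissue lists differed in sign, with medians of 0.27 for Casparian strip, 0.078 for vascular and -0.48 for 3 suberin genes. The explanation stays open. Shoot tissue in the Col samples would bring *RBCS1A*, an abundant transcript of green shoots, whose FPKM difference was 0.11 of that of *PSBO1* (1.88 against 17.1 FPKM). Only 1 of 3 listed small subunit genes had a mean of at least 1 FPKM, however. *RBCS2B* was listed at 0 in both genotypes, and *RBCS3B* at 0.114 FPKM in Col and 0.140 FPKM in *an3*. Neither was higher in Col, but values this low, of genes that may share reads with similar ones, are uncertain. *RCA*, *PSAG* and *PETC*, other photosynthesis genes, were called lower too (from 14.4 to 7.08, from 11.4 to 5.46 and from 5.31 to 2.17 FPKM). Shoot tissue therefore stays open. Light on the roots, the time of day raised above for the clock genes and an effect of the mutation on differentiation stay open as well. None of them was tested for these genes.

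Of the defence and rapid stress response genes, 5 were called, all of them higher. Of the phenylpropanoid and flavonoid genes, 4 were called, in both directions. Of the Casparian strip markers, 3 were called, all of them higher. *AGL42* had the highest log2 ratio, 3.04, among the called genes with at least 5 FPKM in the higher group.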

How the results depend on the processing

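No paired analysis was possible because the deposited table holds 1 value per genotype. For the same reason, leaving out each replicate in turn and the planned fit per replicate were not run. The planned adjustment of the authors' p-values was not run, since the table holds q-values but no p-values. The reduction of *AN3* ranged from 84.2% to 88.1% over the pseudocounts and the rescaling. The number of called rows was 577 at a q under 0.01 (286 higher and 291 lower in *an3*) and 185 with an absolute log2 ratio of at least 1 (100 higher and 85 lower), which follows from the stricter thresholds. It lay between 1004 and 1496 under the other settings, including p-values recovered from the q-values and adjusted over rows with a mean of at least 1 FPKM, a setting added after the data were examined. Of 90 list tests under other settings, 87 kept their side of the threshold. The Casparian strip markers had an adjusted p from Fisher's exact test of 0.54 with calls at a q under 0.01 and of 0.068 at a q under 0.1. The range over the settings run was 0.022 to 0.54. At a q under 0.01 only *CASP4* stayed called, since *CASP2* and *CASP1* have a q of 0.0231 and 0.0425 in the authors' deposited table. The cause of the value at a q under 0.1 was not tested. The phenylpropanoid and flavonoid genes had an adjusted p of 0.060 without the 4 repressors, a setting added after the data were examined, because 1 called member was left out, and 0.011 was its lowest value. The other 5 lists past the threshold kept it under every setting run. Of 71 list medians under other settings, 70 moved by less than 1.5-fold as a ratio of *an3* over Col. On the log2 scale the median of the iron deficiency response genes, -0.27, was -0.069 over members with a mean of at least 5 FPKM and -0.55 without the filter on low values. That of the clock genes, -0.039, was 0.013 over members with a mean of at least 5 FPKM, and the median of the photosynthesis genes was -0.39 without the filter on low values, which adds the members with a mean under 1 FPKM. Of 228 log2 ratios of named genes under other settings, 220 moved by less than 1.5-fold on that scale of ratios. None of a called gene changed sign, but these settings could hardly reverse a direction. The same constant added to both values keeps their order, and the rescaling factor was 1.002. The unchanged directions of *WRKY30*, *MYB7*, *IAA4* and *RVE1* are therefore no test of them. *WOX5* and *CYCD6;1*, under 1 FPKM in both genotypes, were not tested, so a change of theirs in a few cells of the tip is not detectable in these values.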

Differences from the paper's values

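At the paper's threshold on the FDR and without a pseudocount for *AN3*, no value computed here differs from the paper's by more than 1.5-fold. The reduction of *AN3* was 88.1%, and the paper's value is 88.12%. At that threshold, 1014 rows were called, and the paper's count is 1013. Without *AN3* itself, 1013 rows remain.

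The paper proposes *WRKY30* or *MYB7* for the repressor that AN3 activates in its model. In the deposited values of whole root tips both were higher in *an3*, with log2 ratios of 1.09 and 0.52, and *IAA4* was higher as well, at 0.48. The bars of Fig. 5b have the same signs. Of the 4 repressors, *RVE1* was the one that was lower in *an3*, with a log2 ratio of -0.87. The paper models the repressor in the CEI only, and whole root tips do not show the direction of these genes in those cells.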

Other observations

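The genes of this paragraph were chosen after their values were seen, and no list of them was tested. The ferritin gene *FER1* went from 50.1 to 87.6 FPKM, the vacuolar iron transporter family gene AT3G25190 from 13.8 to 29.9 FPKM, and the iron superoxide dismutase genes *FSD1* and *FSD2* from 61.6 to 157.6 FPKM and from 1.72 to 3.59 FPKM, all called. The 2 other vacuolar iron transporter family genes looked at were not called, AT1G21140 at 0.921 FPKM in Col and 2.23 FPKM in *an3* and AT1G76800 at 2.31 and 4.08 FPKM. *NAS1*, a second nicotianamine synthase gene, went from 4.01 to 1.23 FPKM, alongside *NAS4*. Of other transporters, the nitrate transporter genes *NRT2.6* and *NRT1.5* were called lower, from 17.2 to 6.64 FPKM and from 9.98 to 4.67 FPKM. *AGP30*, an arabinogalactan protein gene of roots, was called higher, from 429.1 to 995.5 FPKM.

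Genes of the network that the paper inferred from sorted cells in Fig. 2 were also measured in these whole root tips, which are another tissue sample. Of 12 loci without a name in that figure, 7 were tested and 1 was called. This was AT4G38410, a dehydrin family gene, which went from 1.39 to 5.84 FPKM (log2 ratio 2.00). *TAA1* had 28.7 FPKM in Col and 29.2 FPKM in *an3*, AT1G75710 had a log2 ratio of 0.20, and *FLA10* had 7.50 and 5.94 FPKM, none of them called. *CYCD3;3*, which the paper names in its Introduction as restricted by WOX5 in the QC and not in this network, had 7.77 and 6.32 FPKM and was not called. *MLP28* and AT5G16960 are listed at 0 in both genotypes.

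The deposited log2 fold change has lost its sign for 2 called genes whose *an3* value is listed at 0. AT1G27565 had 2.68 FPKM and AT2G01422 had 2.23 FPKM in Col.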
